# Discovery of a “White-Gray-Opaque” Tristable Phenotypic Switching System in *Candida albicans*: Roles of Non-genetic Diversity in Host Adaptation

**DOI:** 10.1371/journal.pbio.1001830

**Published:** 2014-04-01

**Authors:** Li Tao, Han Du, Guobo Guan, Yu Dai, Clarissa J. Nobile, Weihong Liang, Chengjun Cao, Qiuyu Zhang, Jin Zhong, Guanghua Huang

## Abstract

Non-genetic phenotypic variations play a critical role in the adaption to environmental changes in microbial organisms. *Candida albicans*, a major human fungal pathogen, can switch between several morphological phenotypes. This ability is critical for its commensal lifestyle and for its ability to cause infections. Here, we report the discovery of a novel morphological form in *C. albicans*, referred to as the “gray” phenotype, which forms a tristable phenotypic switching system with the previously reported white and opaque phenotypes. White, gray, and opaque cell types differ in a number of aspects including cellular and colony appearances, mating competency, secreted aspartyl proteinase (Sap) activities, and virulence. Of the three cell types, gray cells exhibit the highest Sap activity and the highest ability to cause cutaneous infections. The three phenotypes form a tristable phenotypic switching system, which is independent of the regulation of the mating type locus (*MTL*). Gray cells mate over 1,000 times more efficiently than do white cells, but less efficiently than do opaque cells. We further demonstrate that the master regulator of white-opaque switching, Wor1, is essential for opaque cell formation, but is not required for white-gray transitions. The Efg1 regulator is required for maintenance of the white phenotype, but is not required for gray-opaque transitions. Interestingly, the *wor1/wor1 efg1/efg1* double mutant is locked in the gray phenotype, suggesting that Wor1 and Efg1 could function coordinately and play a central role in the regulation of gray cell formation. Global transcriptional analysis indicates that white, gray, and opaque cells exhibit distinct gene expression profiles, which partly explain their differences in causing infections, adaptation ability to diverse host niches, metabolic profiles, and stress responses. Therefore, the white-gray-opaque tristable phenotypic switching system in *C. albicans* may play a significant role in a wide range of biological aspects in this common commensal and pathogenic fungus.

## Abstract 2

This study describes a novel “white-gray-opaque” tristable phenotypic switching system in the human fungal pathogen *Candida albicans*, revealing additional complexity in this organism's ability to adapt to changing environments.

## Author Summary

The capacity of the yeast *Candida albicans* to grow in several cellular forms—a phenomenon known as phenotypic plasticity—is critical for its survival and for its ability to thrive and cause infection in the human host. In this study, we report a novel form of *C. albicans*, the “gray” phenotype, which may enhance fitness and confer an adaptive advantage for this important pathogenic yeast in certain host environments. The gray cell type, together with the previously discovered “white” and “opaque” cell types, forms a tristable phenotypic switching system. The three phenotypes differ in their cellular and colony appearance, their global transcriptional profiles, their production of secreted aspartyl proteinases (enzymes that degrade host tissues and release nutrients), and their virulence in different infection models. Moreover, gray cells exhibit a level of mating competency that is intermediate between that of white and opaque cells. We further demonstrate that two key transcriptional regulators, Wor1 and Efg1, play central roles in the regulation of the “white-gray-opaque” tristable transitions. Our study reveals a multi-stable and heritable switching system, indicating that the adoption of distinct morphological forms in response to environmental change could be much more elaborate than previously thought.

## Introduction

The ability of a single genotype to generate a number of different phenotypes in response to environmental stimuli, known as phenotypic plasticity, enables microorganisms to rapidly adapt to their changing environment and to survive and thrive in certain ecological niches. The human pathogenic yeast *C. albicans* can switch among several morphological phenotypes in response to a variety of environmental cues [1],[2]. The ability to grow in different morphological forms is critical for both its commensal lifestyle and its existence as a pathogen [3],[4]. The “white-opaque” transition is a well-known bistable phenotypic switching system in *C. albicans* [5]. White and opaque cells are two morphologically distinct cell types [6]. White cells are small and round and form white and shiny colonies on solid media, while opaque cells are larger and elongated and form flatter and rougher colonies. White and opaque cells also differ in their gene expression profiles, mating competency, and virulence characteristics [7],[8]. For instance, opaque cells can mate more efficiently and are better at cutaneous infections than white cells, while white cells are more virulent in systemic candidiasis [8].

The white and opaque phenotypes are heritable and stable for many generations of cell divisions [5],[6]. There does not appear to be a stable intermediate phase between white and opaque in *C. albicans* [5],[9], although transient intermediate phenotypes have been observed at the cellular level during the process of high temperature-induced transitions [10]. *C. tropicalis* and *C. dubliniensis*, two human fungal pathogens closely related to *C. albicans*, can also undergo white-opaque switching [11]–[13]. We recently observed an intermediate phase between the white and opaque phenotypes in *C. tropicalis* and proposed that the phenotypic switching system in this species may be tristable [13].

The white-opaque transition is regulated by the bistable expression of the master regulator gene *WOR1* [14]–[16], and therefore, there is not an intermediate phase between white and opaque phenotypes. In the laboratory strain SC5314 and its derivatives, the mating type locus (*MTL*) controls white-opaque switching via repressing *WOR1* expression by the **a**1-α2 complex [7],[14]. We have recently reported that a subset of clinical isolates of *C. albicans MTL* **a**/α heterozygous strains can undergo white-opaque switching when cultured in N-acetylglucosamine (GlcNAc)-containing media [17], which is thought to mimic the host environment. The key regulators, including Wor1, Wor2, Efg1, and Czf1, constitute an interlocking transcriptional circuit controlling white-opaque switching via positive and negative feedback loops [18].

In this study, we report a novel morphological phenotype of *C. albicans*, referred to as the “gray” phenotype. This phenotype is heritable but distinct from the previously identified white and opaque phenotypes in cellular and colony appearance, global gene expression profiles, secreted aspartyl proteinase (Sap) activities, and virulence characteristics. The gray phenotype, together with the white and opaque phenotypes, forms a novel tristable and heritable switching system in *C. albicans*. We further demonstrate that neither Wor1 nor Efg1 are required for the maintenance of the gray phenotype. Deletion of *WOR1* blocks white-to-opaque and gray-to-opaque transitions, but not white-gray transitions. Deletion of *EFG1* blocks opaque-to-white and gray-to-white transitions, but not gray-opaque transitions. Deletion of both *WOR1* and *EFG1* locks cells in the gray phenotype. Therefore, Wor1 and Efg1 may coordinately regulate the “white-gray-opaque” tristable phenotypic switching system in *C. albicans*.

## Results

### Discovery of the Gray Phenotype and the White-Gray-Opaque Tristable Switching System in *C. albicans*

We isolated a *C. albicans* strain (BJ1097) from the genital tract of a female patient at a women's health hospital in Beijing, China. We sequenced the internal transcribed spacers (ITS) and 5.8S rDNA region and verified that BJ1097 is a *C. albicans* strain. When this strain was grown on yeast extract-peptone-dextrose (YPD) agar plates for several days, we observed a novel colony phenotype, hereafter referred to as the “gray” phenotype, in addition to the typical white and opaque colony phenotypes (Figure 1A). Gray colonies appeared smooth and gray, while typical opaque colonies were gray and rough or “opaque,” and typical white colonies were relatively white and smooth. On YPD agar containing the dye phloxine B, the white colonies remained white and the opaque colonies were stained pink, while the gray colonies exhibited a distinctly lighter pink color (Figure 1B and 1C). The color of the gray colonies was noticeably different than that of the opaque colonies on phloxine B containing media. The cellular morphologies of the white, gray, and opaque phenotypes were also distinguishable on YPD medium (Figure 1C). Consistent with previous reports, white cells were round and small, while opaque cells were elongated and large. Gray cells were also elongated, but appeared much smaller than opaque cells (Figure 1C). The cellular and colony morphologies of the three phenotypes on Lee's glucose and Lee's GlcNAc medium are shown in Figures S1 and S2. Similar to the phenotypes on YPD medium, the order of coloration from darkest to lightest on Lee's media was opaque>gray>white. Cellular morphologies of white, gray, and opaque cells on Lee's media were also similar to those on YPD medium. The cellular morphology of gray cells was very similar to that of opaque cells of the haploid *C. albicans* strains recently reported by Hickman and colleagues [19]. We, therefore, performed fluorescence activated cell sorting (FACS) to assess ploidy, and found that all three cell types of BJ1097 are in fact diploid (Figure S1C).

**Figure 1:**
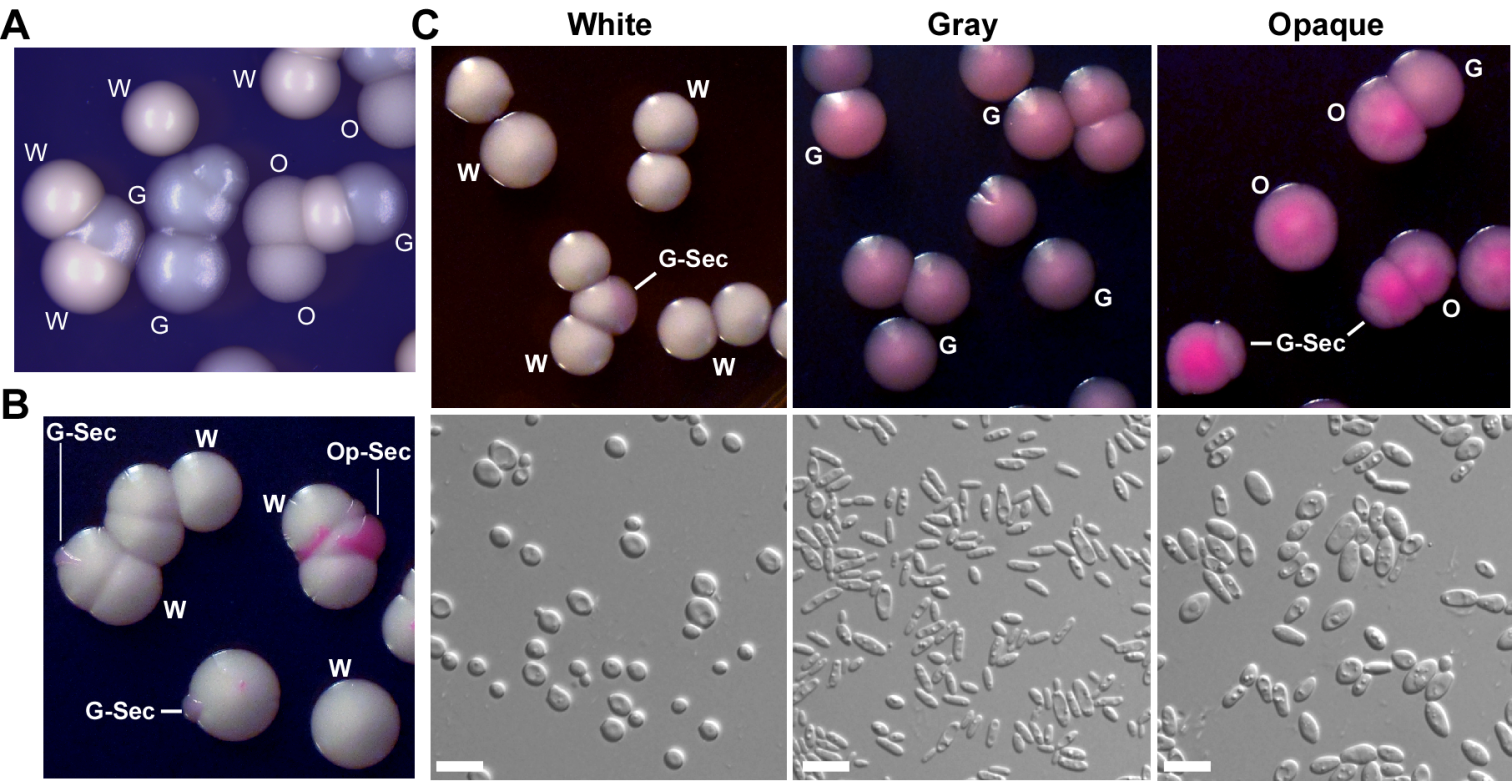
Three distinct phenotypes (white, gray, and opaque) of *C. albicans* on YPD medium. G, gray; G-Sec, gray sector; O, opaque; Op-Sec, opaque sector; W, white. The strain (BJ1097) was used. (A) Morphologies of white, gray, and opaque colonies on YPD agar without phloxine B. (B) Morphologies of white and sectored colonies on YPD agar containing phloxine B. A white colony initially grown on Lee's medium was replated onto YPD agar. The colonies were imaged after 5 days of growth at 25°C. The dye phloxine B stained opaque sectors dark pink and gray sectors light pink. (C) Colony and cellular morphologies of the three phenotypes of *C. albicans* on YPD agar with phloxine B. Colonies were grown at 25°C for 5 days. Scale bar, 10 µm.

The switching frequencies of white-gray-opaque transitions in air at 25°C are shown in Figure 2A. On YPD medium plates, white-to-gray and opaque-to-gray switching frequencies were 5.7%±0.7% and 89.7%±3.0%, respectively, indicating that the white and especially opaque phenotypes are not stable under this culture condition. On Lee's glucose and Lee's GlcNAc media, the white and the opaque phenotypes were relatively stable when cultured in air at 25°C, while the gray-to-opaque switching frequencies were 21.3%±0.4% and 17.6%±3.1%, respectively. The white, gray, and opaque phenotypes were also stable in liquid Lee's media (Figure S3). Scanning electron microscopy (SEM) examinations demonstrated that the cell surfaces of white and gray cells were smooth, while at least a part of the opaque cell surface exhibited a pimpled appearance (Figure S4).

**Figure 2:**
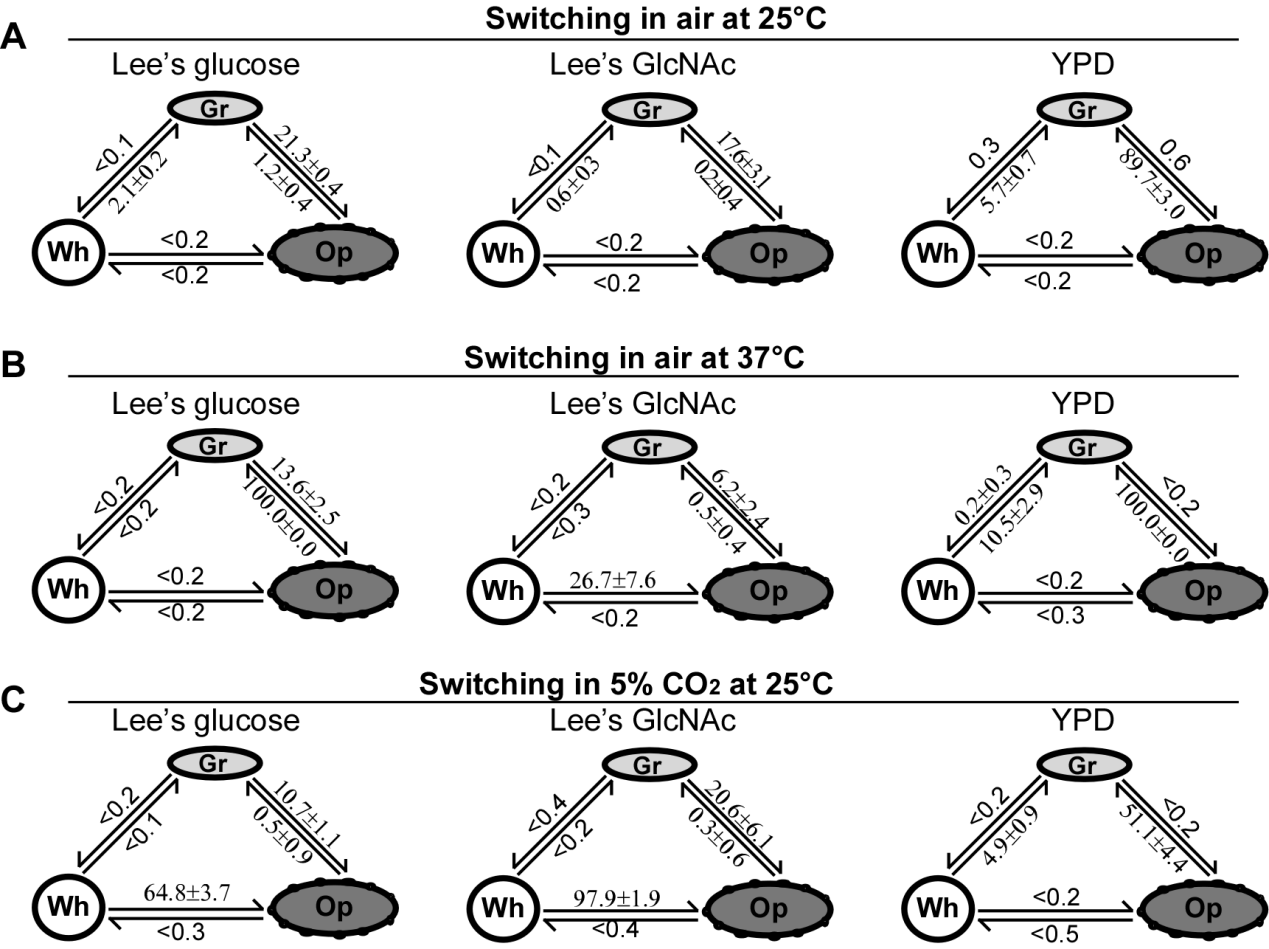
Switching frequencies of the white-gray-opaque tristable switching system in *C. albicans*. Gr, gray; Op, opaque; Wh, white. Colonies (strain BJ1097) were grown under the conditions indicated in the figure. Colonies were counted for switching frequency calculations. (A) Switching frequencies in air at 25°C for 5 days. (B) Switching frequencies in air at 37°C for 4 days. (C) Switching frequencies in 5% CO_2_ at 25°C for 5 days.

### White-Gray-Opaque Tristable Transitions at the Host Physiological Temperature (37°C)

As shown in Figure S5, the strain BJ1097 could switch among the white, gray, and opaque phenotypes in Lee's and YPD media at 37°C. Switching frequencies are shown in Figure 2B. On glucose containing media (YPD and Lee's glucose), opaque cells underwent a mass conversion to the gray phenotype (colony switching frequency = 100%). On Lee's GlcNAc medium, opaque cells were much more stable than on the other two media.

### Role of GlcNAc and CO_2_ in White-Gray-Opaque Tristable Transitions

GlcNAc and CO_2_ are white-to-opaque switching inducers, which are abundant in the host gut, a major niche of *C. albicans* [20],[21]. Consistent with our previous studies [17],[20],[21], the combination of GlcNAc and CO_2_ promoted white-to-opaque switching on Lee's medium (Figure 2C). On YPD medium, the induction effect of CO_2_ on the opaque phenotype was not obvious (Figures 2C and S6). The switching frequencies from opaque-to-gray were 89.7%±3.0% in air and 51.1%±4.4% in 5% CO_2_, suggesting that CO_2_ has an effect on stabilizing the opaque phenotype on YPD medium. In 5% CO_2_, gray cells are more stable than white cells, which showed a high frequency to switch to the opaque phenotype on Lee's glucose and Lee's GlcNAc media (Figure 2A and 2C).

At 37°C, opaque-to-gray switching on Lee's glucose and Lee's GlcNAc medium were 100% and 0.5%±0.4%, respectively, suggesting that GlcNAc can also stabilize the opaque phenotype (Figure 2B). However, neither GlcNAc nor CO_2_ had a notable effect on white-gray transitions on three different media both at 25°C and at 37°C (Figure 2A–2C).

### The Presence of the Gray Phenotype in Other Clinical Isolates of *C. albicans*

To test whether other clinical strains of *C. albicans* could form the gray phenotype, we plated 30 clinical isolates of *C. albicans* on Lee's media and cultured them at 25°C. These strains are all competent at white-opaque switching ([17] and our unpublished data). We found that a subset of strains could switch to the gray phenotype. Six examples are shown in Figure S7. The cellular morphology of gray cells of all these strains was similar to that of BJ1097. These results suggest that the white-gray-opaque transition is a general feature of clinical strains of *C. albicans*.

### Global Gene Expression Profiles in White, Gray, and Opaque Cells

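The RNA-Seq data comprise 3 libraries, 1 for each cell type of strain BJ1097, grown in liquid Lee's glucose medium at 25°C for 24 hours. There was 1 library per cell type, so no difference between the cell types has a replicate check. The authors aligned the reads to the genome of the laboratory strain SC5314 with SOAP2 and deposited, for each gene, the count of uniquely mapped reads, the RPKM value and the percentage of the gene's positions covered by reads. The listed counts summed to 9.68 M reads in white cells, 9.36 M in gray cells, and 9.50 M in opaque cells. The library total implied by the RPKM values, the counts and the gene lengths was equal to this sum in each library. Reads were counted on 6090 genes in white cells, 6102 in gray cells, and 6086 in opaque cells, out of 6149 genes listed in any library. Gene identifiers were given their names from Tables S1 and S2, which name 398 of these genes. Expression was compared as the ratio of the authors' RPKM values, without a pseudocount, among genes with at least 1 read in each library compared. Each ratio was given a 95% interval computed from its 2 read counts by the exact Clopper-Pearson method. The intervals cover counting error only, because reads without molecular identifiers are not independent molecules and differences between cultures are not measured. A gene without reads could have been seen at 3 reads, or 0.310, 0.320, and 0.316 reads per M in the white, gray, and opaque libraries. RPKM divides by all reads on genes, so the most highly expressed genes weigh on every other value. The 10 most read genes took 12.2% of the reads in white cells, 8.94% in gray cells, and 14.6% in opaque cells. The ratios were therefore also computed with edgeR's TMM factors, which were 1.03 for white, 1.08 for gray, and 0.901 for opaque cells, and with DESeq2's size factors, which were 1.05, 1.06, and 0.890.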

To better understand the differences among the three cell types, we performed RNA-Seq analysis to investigate their global gene expression profiles. 

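White and gray cells were compared over 6056 genes with reads in both libraries. Expression was at least 4-fold higher in white cells for 126 genes and at least 4-fold higher in gray cells for 171 genes, together 4.90% of the genes compared. Between white and opaque cells, 193 of 6039 genes were higher in white and 254 were higher in opaque cells, together 7.40%. Between gray and opaque cells, 168 of 6055 genes were higher in gray and 187 were higher in opaque cells, together 5.86%. The 95% interval of the ratio lay wholly beyond 4-fold for 92 and 110 genes in the first comparison, 133 and 200 in the second, and 98 and 141 in the third. The counts moved most with a 2-fold threshold, which gave 755 genes higher in gray than in opaque cells. With the TMM factors the 6 counts were 135, 153, 163, 286, 124, and 224 in the same order. Across the 6021 genes with reads in all 3 libraries, Spearman's rho of the RPKM values was 0.891 between white and gray, 0.874 between gray and opaque, and 0.822 between white and opaque cells. Genes are not independent replicates, so rho describes these libraries only. With 1 RPKM added and all listed genes kept, rho was 0.897, 0.880, and 0.831 in the same order, and with at least 10 reads in every library it was 0.881 for white and gray cells.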

As shown in Figure 3A and 3B, the three cell types exhibit distinct and overlapping gene expression patterns. A more detailed analysis of the differentially expressed genes in white, gray, and opaque cells are shown in Tables S1 and S2. Key findings are summarized as follows: (1) Gene expression profiles of white and opaque cells are consistent with our previous study performed in a different *MTL* **a**/α strain (CY110) and other reports in *MTL* homozygous strains [17],[22],[23]. For example, *WOR1*, *WOR3*, and *OP4* were enriched only in opaque cells, while *EFG1* was expressed in white and gray cells but not in opaque cells. 

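*WOR1* (orf19.4884) had 2 reads in white, 7 in gray, and 3673 in opaque cells, RPKM values of 0.0876 (95% interval 0.0106 to 0.316), 0.317 (95% interval 0.127 to 0.653), and 164 (95% interval 159 to 169). The difference between the white and gray values is within their counting intervals. *OP4* (orf19.4934) had RPKM values of 3.07 (95% interval 2.15 to 4.25) in white, 416 (95% interval 404 to 428) in gray, and 6019 (95% interval 5974 to 6063) in opaque cells. Its expression in opaque cells was 14.5-fold that in gray cells, and its expression in gray cells was 135-fold that in white cells. Both genes passed the 4-fold threshold for opaque-enriched genes against both other cell types. *EFG1* (orf19.610) had 13078 reads in white, 15689 in gray, and 2536 in opaque cells, RPKM values of 856, 1062, and 169 (95% interval 163 to 176). The log2 ratio of *EFG1* over opaque cells was 2.34 (95% interval 2.28 to 2.40) for white and 2.65 (95% interval 2.59 to 2.71) for gray cells. Among the alternatives, the largest change was in *WOR1* with 1 RPKM added to every value, where the log2 ratio of white over opaque cells went from -10.87 to -7.25. The *EFG1* ratios moved most with the DESeq2 size factors, to 2.13 for white and 2.38 for gray over opaque cells.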

*WH11* was enriched only in white cells. 

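*WH11* (orf19.3548.1) had 15421 reads in white, 606 in gray, and 1080 in opaque cells. Its RPKM values were 8044 (95% interval 7918 to 8172), 327 (95% interval 301 to 354), and 574 (95% interval 541 to 609.6). Expression in white cells was 24.6-fold that in gray cells and 14.0-fold that in opaque cells.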

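A total of 45 genes were at least 4-fold higher in gray cells than in both white and opaque cells, 2 of them with fewer than 10 reads in gray cells. *PGA26* had an RPKM of 721 in gray cells against 6.78 in white and 36.2 in opaque cells. *SUN41* had 1150.2 against 181 and 142. *CSA2* had 9796 in gray cells, 26.3 in white, and 1519 in opaque cells, and its 40726 reads were the most of any gray-enriched gene. The orf19.3348 gene had 283 reads in white, 226 in gray, and 200 in opaque cells. Its log2 ratio was -0.28 (95% interval -0.53 to -0.019) for gray over white and 0.20 (95% interval -0.084 to 0.48) for gray over opaque cells, and the latter was -0.064 with the TMM factors and -0.072 with the DESeq2 size factors. The orf19.3475 gene had RPKM values of 674, 5171, and 923 in white, gray, and opaque cells. *FRE7* had 804, 3344, and 541, and *FRE30* had 426, 1705, and 280.2. The ratios of gray over white cells for these genes were at the threshold, 4.16-fold and 4.00-fold, and both fell under 4-fold with the TMM factors and with the DESeq2 size factors. *LIP9* had 979 reads in gray cells against 16 in white and 20 in opaque cells.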

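The heat shock protein genes named in Tables S1 and S2 are *HSP12*, *HSP21*, *HSP30*, *HSP31*, *HSP70*, and *HSP78*. *HSP31* had an RPKM of 257 (95% interval 247 to 267) in gray cells, 1.56 in white, and 1.90 in opaque cells, and was the only gray-enriched gene of the 6. The other 5 were highest in white cells with the authors' RPKM and with either set of scaling factors, and *HSP12*, *HSP21*, and *HSP30* were white-enriched. Reads covered 25.3%, 25.0%, and 25.3% of the positions of *HSP12* in white, gray, and opaque cells. Together the 6 genes took 10193 reads per M in white, 3680.1 in gray, and 278 in opaque cells. Of the 13 *SAP* genes that Table S2 lists, none was gray-enriched and 5 were opaque-enriched.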

(2) Gray-enriched genes included cell wall-related (e.g., *PGA26* and *SUN41*), drug resistance-related genes (e.g., *CSA2*, *orf19.3348* and *orf19.3475*), stress-response-related (e.g., *HSPs*), metal ion metabolism-related genes (e.g., *FRE7* and *FRE30*), and some secreted enzymes (*SAPs* and *LIP9*). 

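The orf19.6200 gene had 4 reads in white, 147 in gray, and 15 in opaque cells, RPKM values of 0.433 (95% interval 0.118 to 1.11), 16.5, and 1.66 (95% interval 0.927 to 2.73). The orf19.6070 gene, named *ENA2* in the supplementary tables, had 1576, 8008, and 1195 reads and RPKM values of 50.8, 267, and 39.3. The log2 ratio of gray over white cells was 5.25 (95% interval 3.86 to 7.14) for orf19.6200 and 2.39 (95% interval 2.32 to 2.47) for orf19.6070. Over opaque cells it was 3.31 (95% interval 2.54 to 4.19) and 2.76 (95% interval 2.68 to 2.85).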

Notably, two oral infection-upregulated genes (*orf19.6200* [24] and *orf19.6070* [25]) were exclusively enriched in gray cells. (3) The expression profiles of metabolism-related genes, especially those involved in carbohydrate metabolism, exhibited distinct features from that of white and opaque cells. A small proportion of genes (<10%), such as the NADH oxidase gene *AOX2* and the glycerol permease gene *HGT10*, were highly expressed in gray cells. 

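*AOX2* (orf19.4773) had 78 reads in white, 1547 in gray, and 236 in opaque cells, and its RPKM in gray cells was 20.5-fold that in white and 6.65-fold that in opaque cells. *HGT10* (orf19.5753) had 1315, 3366, and 134 reads, and its RPKM in gray cells was 25.5-fold that in opaque cells and 2.65-fold that in white cells, the latter under the 4-fold threshold. Table S2 lists 110 genes in its 7 metabolism sections. At a 2-fold threshold, 5 of them (4.55%) were higher in gray than in both white and opaque cells, namely *HGT10*, *ERG251*, *CAR1*, *AGP2*, and *AOX2*. At 4-fold, 2 of the 110 genes were gray-enriched, 5 white-enriched, and 22 opaque-enriched.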

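The 110 genes in the 7 metabolism sections of Table S2 were classed by the ratios of gray over white and gray over opaque RPKM. A difference of 2-fold was required, and every one of these genes had reads in all 3 libraries. Expression in gray cells was within 2-fold of white cells and at least 2-fold from opaque cells for 32 genes (29.1%, 95% interval 20.8 to 38.5), and the reverse held for 26 genes (23.6%, 95% interval 16.1 to 32.7). Gray cells were at least 2-fold from both and between them for 20 genes (18.2%, 95% interval 11.5 to 26.7), highest for 5 genes (4.55%, 95% interval 1.49 to 10.3), and lowest for 4 genes (3.64%, 95% interval 1.00 to 9.05). The other 23 genes (20.9%, 95% interval 13.7 to 29.7) were within 2-fold of both cell types. The intervals are exact Clopper-Pearson intervals for a share of listed genes. The authors chose these genes, which are not an independent sample, so the intervals cover neither counting error nor differences between cultures. A 4-fold threshold moved the shares most and left 54.5% within the threshold of both cell types. Of the 45 genes in the carbohydrate section, 11 were similar to white, 13 similar to opaque, 8 intermediate, 1 highest in gray, 2 lowest in gray, and 10 not separated.

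**Figure D1:**
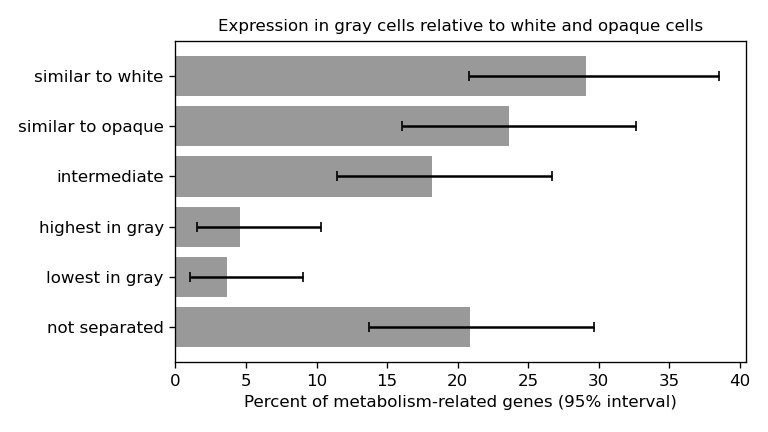
Percentage of the 110 metabolism-related genes (horizontal axis) in each of 6 classes of expression in gray cells relative to white and opaque cells. Bars start at 0 and the lines are 95% exact binomial intervals, which treat the listed genes as an independent sample. The classes similar to white (29.1%) and similar to opaque (23.6%) are the largest.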

About 30% of metabolism-related genes showed a similar expression level in gray cells to that of white cells, ∼20% to that of opaque cells, and ∼30% exhibited an intermediate level between white and opaque. 

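Fermentative and oxidative genes were taken from the Gene Ontology annotation that the authors gave with each gene. The fermentative set holds 28 genes annotated to glycolysis or glucose catabolism, and the oxidative set holds 33 genes annotated to aerobic respiration, the tricarboxylic acid cycle, respiratory electron transport, oxidative phosphorylation or fatty acid beta-oxidation. Each median log2 ratio was placed among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the conditions. The median fermentative gene was higher in white than in opaque cells, with a log2 ratio of 1.11 at percentile 100, and 22 of the 28 genes were higher in white cells. The median oxidative gene was higher in opaque than in white cells, with a log2 ratio of 0.79 at percentile 100, and 28 of the 33 genes were higher in opaque cells. Scaling moved these medians most, and with DESeq2's size factors the log2 ratios of white over opaque cells were 0.91 for the fermentative and -1.0 for the oxidative genes.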

Consistent with the previous study [22], white cells express a fermentative metabolism-gene profile, while opaque cells adopt an oxidative one. These results indicate that gray cells may have a unique metabolic mode, which is different from that of white and opaque cells. 

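In gray cells the median fermentative gene was lower than in white cells, with a log2 ratio of gray over white of -0.92 at percentile 0. Against opaque cells its log2 ratio was 0.30 at percentile 93.4, and 0.036 with the TMM factors. The median oxidative gene had a log2 ratio of gray over white of 0.085 at percentile 57.9, and of gray over opaque of -0.59 at percentile 0. The latter was -0.85 with the TMM factors. From its results on metabolism-related genes, the paper proposes that the metabolic mode of gray cells may differ from that of both other cell types. Those results include genes highly expressed in gray cells and genes that follow white cells, follow opaque cells or lie between them. They also include the fermentative and oxidative profiles of white and opaque cells.

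**Figure D2:**
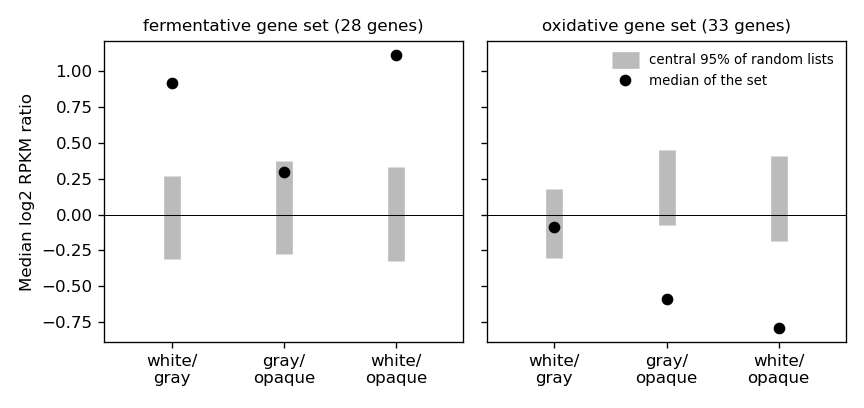
Median log2 RPKM ratio (vertical axis) of the fermentative genes (left) and the oxidative genes (right) for white over gray, gray over opaque, and white over opaque cells. Points are the medians and gray bars span the central 95% of the medians of 10000 random lists. The fermentative median of white over gray cells (0.92) and the oxidative median of gray over opaque cells (-0.59) lie outside the bars, and the oxidative median of white over gray cells (-0.085) lies inside.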

(4) A large set of genes encoding signaling peptide- or glycosylphosphatidylinositol (GPI)-containing proteins were enriched in gray cells, including *orf19.3378*, *orf19.3376*, *orf19.3117*, *orf19.6200*, *PGA26*, and *IFF8*. 

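The orf19.3378 gene had 1 read in white, 620 in gray, and 145 in opaque cells. Its log2 ratio of gray over opaque cells was 2.12 (95% interval 1.85 to 2.39), and it fell under 4-fold with the TMM factors, at 1.86. The orf19.3376 gene had 10, 657, and 106 reads. The orf19.3117 gene, named *CSA2* in the supplementary tables, had 113, 40726, and 6404 reads, and *PGA26* had 26, 2674, and 136. The orf19.6200 gene had 4, 147, and 15 reads. *IFF8* had 15, 101, and 9 reads and an RPKM of 5.03 (95% interval 4.10 to 6.11) in gray cells. Its log2 ratio of gray over white cells was 2.80 (95% interval 2.01 to 3.69), and with 1 RPKM added the log2 ratio of white over gray cells was -1.81, under 4-fold. Each of these genes was at least 4-fold higher in gray cells than in both other cell types by the ratio of RPKM values.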

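Table S2 lists 13 *SAP* genes. Together they took 569 (95% interval 554 to 585) reads per M in white, 444 (95% interval 431 to 458) in gray, and 28379 (95% interval 28273 to 28485) in opaque cells. Without *SAP1* the sums were 562, 410.3, and 4313. Of the TMM and DESeq2 factors, the DESeq2 size factors moved the opaque sum of all 13 genes more, to 31832. The highest value of a gene was in opaque cells for 6 of the 13 genes, in white cells for 5, and in gray cells for 2, *SAP7* and *SAP30*, of which *SAP30* was higher in white cells with the TMM factors and with the DESeq2 size factors. *SAP1*, *SAP3*, *SAP5*, *SAP98*, and *SAP99* were opaque-enriched. *SAP99* had an RPKM of 3119.7 in opaque cells against 31.2 in white and 42.6 in gray cells.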

(5) The absolute expression levels in opaque cells (indicated by the reads per kilobase per million mapped reads, or RPKM values) of *SAP* genes were much higher than those in white and gray cells. 

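*SAP1* (orf19.5714) had 69 reads in white, 317 in gray, and 228568 in opaque cells. Its RPKM values were 6.06 (95% interval 4.72 to 7.67), 28.8 (95% interval 25.7 to 32.1), and 20464 (95% interval 20381 to 20547). Expression in opaque cells was 711-fold that in gray cells, and expression in gray cells was 4.75-fold that in white cells.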

For example, the RPKM value of *SAP1* is over 20,000 in opaque cells, while it is less than 30 in both white and gray cells. 

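*SAP7* (orf19.756) had 238 reads in white, 367 in gray, and 33 in opaque cells, RPKM values of 13.9 (95% interval 12.2 to 15.8), 22.2 (95% interval 20.0 to 24.6), and 1.97 (95% interval 1.35 to 2.76). The ratio of gray over opaque cells was 11.3-fold, a log2 ratio of 3.50 (95% interval 2.98 to 4.06). Against white cells the log2 ratio of gray cells was 0.67 (95% interval 0.43 to 0.91). *SAP2* had RPKM values of 32.7 in white, 27.4 in gray, and 12.8 in opaque cells.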

Although the expression level of *SAP7* in gray cells is about 10-fold higher than that in opaque cells, the absolute expression levels in both cell types are very low (the RPKM values are 22 and 2 in gray and opaque cells, respectively).

**Figure 3:**
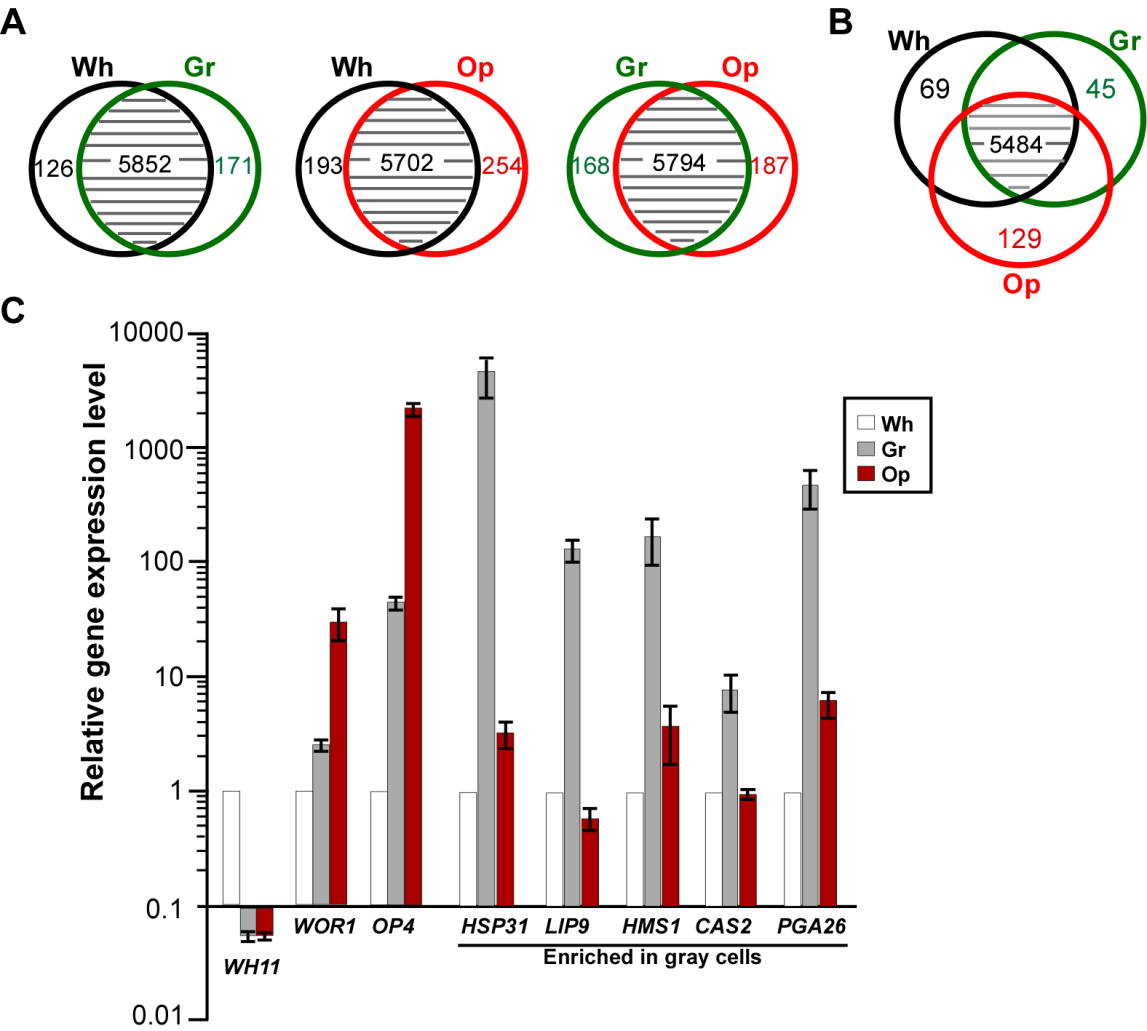
Differential gene expression profiles in white, gray, and opaque cells. Differentially expressed genes were defined as ones with greater than or equal to 4-fold difference of relative expression levels revealed by RNA-Seq analysis between two different cell types. The numbers of overlapping genes less than 4-fold difference of relative expression levels are also show. (A) Distinct gene expression patterns of white-gray, white-opaque, and gray-opaque cell types. The numbers indicate differentially expressed genes between the two cell types compared. (B) Distinct gene expression patterns of white, gray, and opaque cell types. The numbers indicate white (69)-, gray (45)-, or opaque (129)-enriched genes. (C) Verification of cell type-enriched genes by quantitative real-time PCR assays. *WH11*, white-enriched; *OP4* and *WOR1*, opaque-enriched; *HSP31*, *LIP9*, *HMS1*, *CAS2*, and *PGA26*, gray-enriched.

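Counted over all 6149 listed genes, those not at least 4-fold apart numbered 5852 for white and gray, 5702 for white and opaque, and 5794 for gray and opaque cells. These numbers include genes without reads in a library, whose ratio is undefined. Among genes with reads in both libraries, 5759, 5592, and 5700 were under 4-fold apart.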

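The 4-fold criterion against both other cell types, applied to the 6021 genes with reads in all 3 libraries, gave 69 white-enriched, 45 gray-enriched, and 129 opaque-enriched genes, the same genes as the cell type-specific sheets of Table S1. A 2-fold threshold moved these counts most, to 256, 188, and 283 genes. With both 95% intervals wholly beyond 4-fold there were 53, 30, and 104 genes, and with the TMM factors 65, 34, and 156. The median number of reads of an enriched gene in its own cell type was 1003 in white, 2081 in gray, and 1393 in opaque cells. Ranked by the smaller of the 2 ratios among genes with at least 10 reads, the leading white-enriched genes included *ALS4* (173-fold), *CRZ2* (42.3-fold), orf19.5446 (38.7-fold), and *HSP21* (36.4-fold). *ALS4* was covered over 67.2% of its positions in white cells, and the 40 reads of orf19.5446 in white cells covered 16.9%. The leading gray-enriched genes were *HSP31* (135-fold), *LIP9* (49.6-fold), orf19.849 (40.0-fold), *ATO1* (27.3-fold), and *HMS1* (23.4-fold). The leading opaque-enriched genes were orf19.1671.1 (1139-fold), *SAP1* (711-fold), orf19.1370 (638-fold), *WOR1* (517-fold), and orf19.1171 (507-fold).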

### White, Gray, and Opaque Cells Exhibit Differential Secreted Aspartyl Protease (Sap) Activity

The transcriptional profiles of the *SAP* genes, which are known major virulence factors [26], were different in the three cell types. 

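*SAP9*, the most highly expressed *SAP* gene of white and gray cells, had RPKM values of 193, 111, and 128 in white, gray, and opaque cells. *SAP30* had 67 reads in white, 66 in gray, and 1 in opaque cells. *SAP4* had no reads in white cells, 2 in gray, and 18 in opaque cells, and was not detectable in white cells at this depth. *SAP10* had RPKM values of 78.8, 49.7, and 25.9, and *SAP98* had 23.0, 27.4, and 527. *SAP3* had 39.8 in opaque cells against 1.98 in white and 0.714 in gray cells, and *SAP5* had 9.80 against 1.40 and 0.935. The log2 ratio of *SAP8* in gray over opaque cells was 0.02 (95% interval -0.82 to 0.86), and it was -0.24 with the TMM factors and -0.25 with the DESeq2 size factors.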

We therefore tested Sap activities using the yeast carbon base (YCB)-bovine serum albumin (BSA) medium assay. As expected, white cells showed lowest Sap activity, which is consistent with low expression levels of the *SAP* genes. However, we surprisingly found that gray cells exhibited higher Sap activity than opaque cells, indicated by the white halos of precipitated BSA (Figure 4A). Quantitative Sap activity assays verified these results (Figure 4B). This result is inconsistent with the expression profiles of *SAP* genes in gray and opaque cells. Since the RNA-Seq analysis was performed in Lee's glucose medium (without BSA), we predicted that the YCB-BSA medium induced the expression of *SAP* genes in gray cells and thus increased Sap activity. To test this hypothesis, we performed quantitative Sap activity assays. As predicted, the Sap activity of opaque cells was higher than that of gray cells in Lee's glucose medium, but was lower than that of gray cells in the YCB-BSA medium. Using a green fluorescent protein (GFP) reporter system (Figure 4C and 4D) and quantitative real-time PCR (Figure 4E) assays, we further found that *SAP1* was constitutively expressed in opaque cells in both media. *SAP2* exhibited extremely low expression levels in all three cell types in Lee's medium, while its expression level was increased over thousands of times in gray cells cultured in the YCB-BSA medium. Taken together, these results imply that the three cell types are likely to have differential virulence characteristics at different host niches.

**Figure 4:**
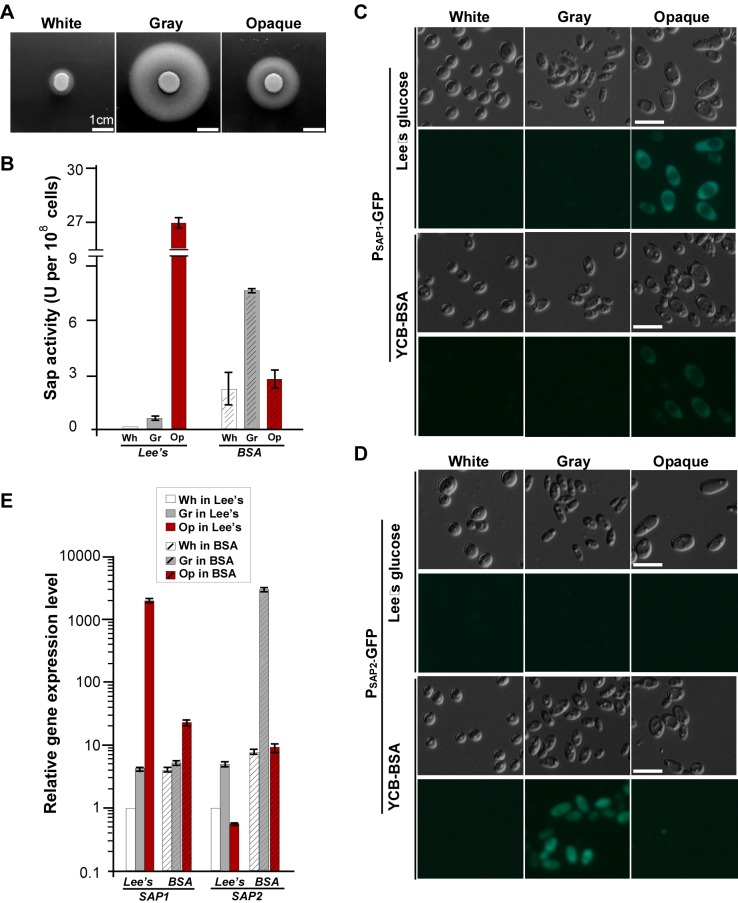
Differential Sap activities in white, gray and opaque cells. (A) Sap activities in white, gray, and opaque cells cultured on solid YCB-BSA medium. 5×10^6^ cells of each cell type in 5 µl ddH_2_O were spotted onto YCB-BSA medium plates and grown at 25°C for six days. The white precipitation zones (halos) around the cell spots indicate Sap-mediated BSA hydrolysis. Scale bar, 1 cm. (B) Sap activities in white, gray, and opaque cells cultured in liquid media. Cells were grown in liquid Lee's glucose or YCB-BSA medium. Quantitative activity assays are described in the Materials and Methods section. (C and D) Expression of GFP in the reporter strains of *SAP1p-GFP* (C) and *SAP2p-GFP* (D). Cells were grown on Lee's glucose and YCB-BSA plates for four days at 25°C in air. Scale bar, 10 µm. (E) Relative expression levels of *SAP1* and *SAP2* in white, gray, and opaque cells. Cells were grown in liquid Lee's glucose and YCB-BSA media for 24 hours at 25°C in air.

### White, Gray, and Opaque Cells Differ in Virulence in a Murine Systemic Candidiasis Model and in Fungal Burdens at Different Host Organs

White cells were much more virulent than gray and opaque cells in the survival assay of systemic infections (Figure 5A and 5B). At the higher inoculation concentration (3.75×10^6^ cells per mouse), the order of virulence observed from highest to lowest was white cells>opaque cells>gray cells (Figure 5A). At the lower inoculation concentration (1×10^6^ cells per mouse), both gray and opaque cells exhibited similarly low virulence, while white cells killed all the infected mice in seven days (Figure 5B). We further performed competitive infections to evaluate the fungal burdens in different organs. As shown in Figure 5C, the three types of cells differed in fungal burdens in different organs, suggesting that the three cell types may have distinct abilities to invade and colonize different host tissues. For example, the fungal burden of white cells was higher than that of gray and opaque cells in the kidney, while the fungal burdens of gray and opaque cells were relatively higher than those of white cells in the liver and spleen. The fungal burdens of opaque cells were significantly higher than those of gray cells in four (liver, kidney, lung, and brain) of the five organs examined. These results were consistent with the data of survival assays (Figure 5A).

**Figure 5:**
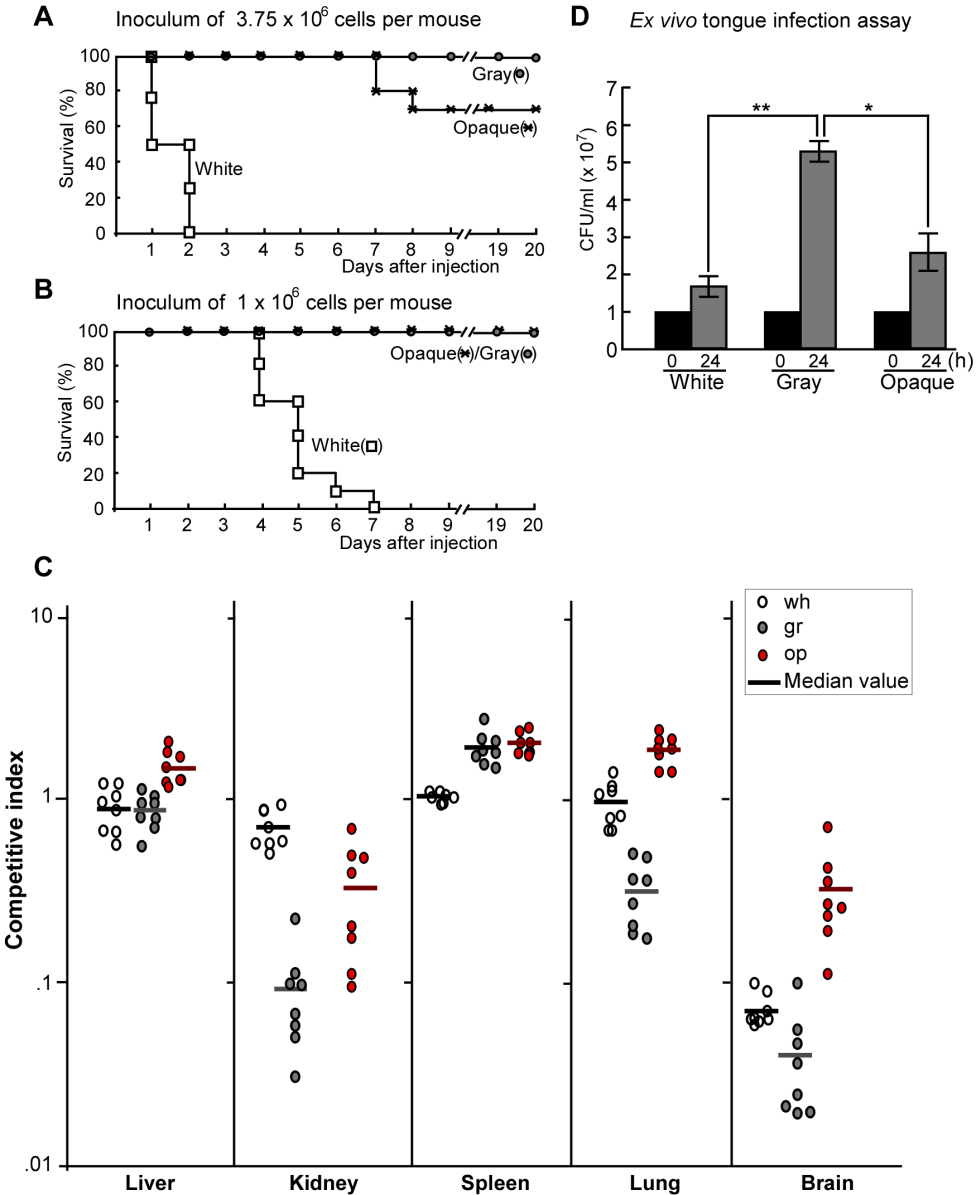
Virulence of white, gray, and opaque cells in systemic and cutaneous infections. (A and B) Survival curves for white, gray, and opaque cells of strain BJ1097. 3.75×10^6^ (A) or 1×10^6^ (B) cells of each cell type were injected into each mouse via tail vein. For each cell type, ten mice were used for infection. Survival rates with significant difference (*p*<0.05, Student's *t*-test, two tails): wh>op, wh>gr, and op>gr in (A); wh>op and wh>gr in (B). (C) White, gray, and opaque cells differ in fungal burdens in different organs in a mouse systemic infection model. 5×10^5^ cells of each type (white, gray, or opaque) of BJ1097 were mixed with 5×10^5^ cells of SC5314N (Nou^R^, locked in white phase) in 250 µl PBS and then injected into a mouse via tail vein. Mice were killed at 24 hours after injection. Different organs were used for fungal burden assays. Eight mice were used for each cell type. Competitive index = the ratio of CFU number of BJ1097 to CFU number of SC5314N in each organ. Each cycle represents a value of competitive index in a mouse (e.g., a white cycle represents the value of the ratio of BJ1097/SC5314N). Bar, median value. Competitive indexes with significant difference (*p*<0.01, Student's *t*-test, two tails): In the liver, op>wh and op>gr; in the kidney, wh>op and wh>gr; in the spleen, op>wh and gr>wh; in the lung, op>wh; and in the brain, op>wh and op>gr. Wh, white cells, gr, gray cells, and op, opaque cells. (D) Ex vivo tongue infection model. Tongues were excised from humanely killed mice and one tongue was added to each well of a 24-well polystyrene plate containing 1×10^7^ cells of white, gray, or opaque cells in 1 ml PBS. After 24 hours of incubation at 37°C, cells in the liquid and on the tongue (after homogenization) were plated onto YPD agar for CFU assays. The total cell number of each well (including cells in the liquid and attached to the tongue) is shown. “0 h” indicates initial inoculated cell number (1×10^7^) in each well. *p<0.05; **p<0.01 (Student's *t*-test, two tails). The experiment was repeated three times. For each time, three tongues were used for each cell type. The result of a representative experiment is shown.

### White, Gray, and Opaque Cells Differ in Virulence in Cutaneous Infection Models

Secreted extracellular proteinases (such as Sap enzymes and lipases) play critical roles in degrading host tissues, which is thought to help fungal growth by releasing nutrients as well as facilitate fungal penetration during infections [26]. As shown in the ex vivo tongue infection assay (Figure 5D), the order of growth rates for the three cell types from fastest to slowest was gray cells>opaque cells>white cells, indicating that gray cells are better suited for nutrient acquisition from the animal tissue. Consistently, SEM examinations at 48 hours post-inoculation revealed that gray and opaque cells caused significantly greater damage of the skin than white cells. The skin infected with white cells remained largely intact and smooth, while the skin infected with gray or opaque cells exhibited obvious degradation and damage (Figure S8).

### Transcription Factors, Wor1 and Efg1, Are Master Regulators of the White-Gray-Opaque Tristable Switching System

The basic morphology of gray cells is similar to that of opaque cells, although the former is much smaller in cell size (Figures 1, S1, and S2). Moreover, the key white-opaque switching regulator genes, *WOR1* and *EFG1*, were differentially expressed in the three cell types. 

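*WOR1* had RPKM values of 0.0876 in white, 0.317 in gray, and 164 in opaque cells, and opaque cells had 517-fold the value of gray cells. *EFG1* had 856 (95% interval 841 to 871) in white, 1062 (95% interval 1045 to 1079) in gray, and 169 (95% interval 163 to 176) in opaque cells. The log2 ratio of *EFG1* in gray over white cells was 0.31 (95% interval 0.28 to 0.34), and the TMM factors made the log2 ratio of white over gray cells -0.24.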

We therefore set out to test whether the gray phenotype is governed by Wor1 and Efg1. Deletion of *WOR1* blocked opaque cell formation but allowed white-gray transitions (Figures 6A, S9, and S10). Deletion of *EFG1* blocked white cell formation but allowed gray-opaque transitions (Figures 6B, S9, and S10). The frequencies of white-gray switching in the *wor1/wor1* mutant and gray-opaque switching in the *efg1/efg1* mutant are shown in Figure S10. Given that Wor1 and Efg1 are essential for the formation of opaque and white cell types, respectively, we predicted that inactivating Wor1 and Efg1 simultaneously would block the formation of both the white and the opaque cell type and thus could only allow cells to exist in the gray phenotype. We, therefore, constructed a *wor1/wor1 efg1/efg1* double mutant. As predicted, the double mutant was locked in the gray phenotype and could not switch to the white or opaque phenotype under all culture conditions tested (Figures 6C, S10E, and S10F). The wild type (WT) control is shown in Figure 6D. These results indicate that (1) neither Wor1 nor Efg1 is essential for gray cell formation; (2) both Wor1 and Efg1 could repress the formation of the gray phenotype; (3) Wor1 and Efg1 may work coordinately in the regulation of the white-gray-opaque phenotype. A regulatory model of the tristable switching system by Wor1 and Efg1 is shown in Figure 6E.

**Figure 6:**
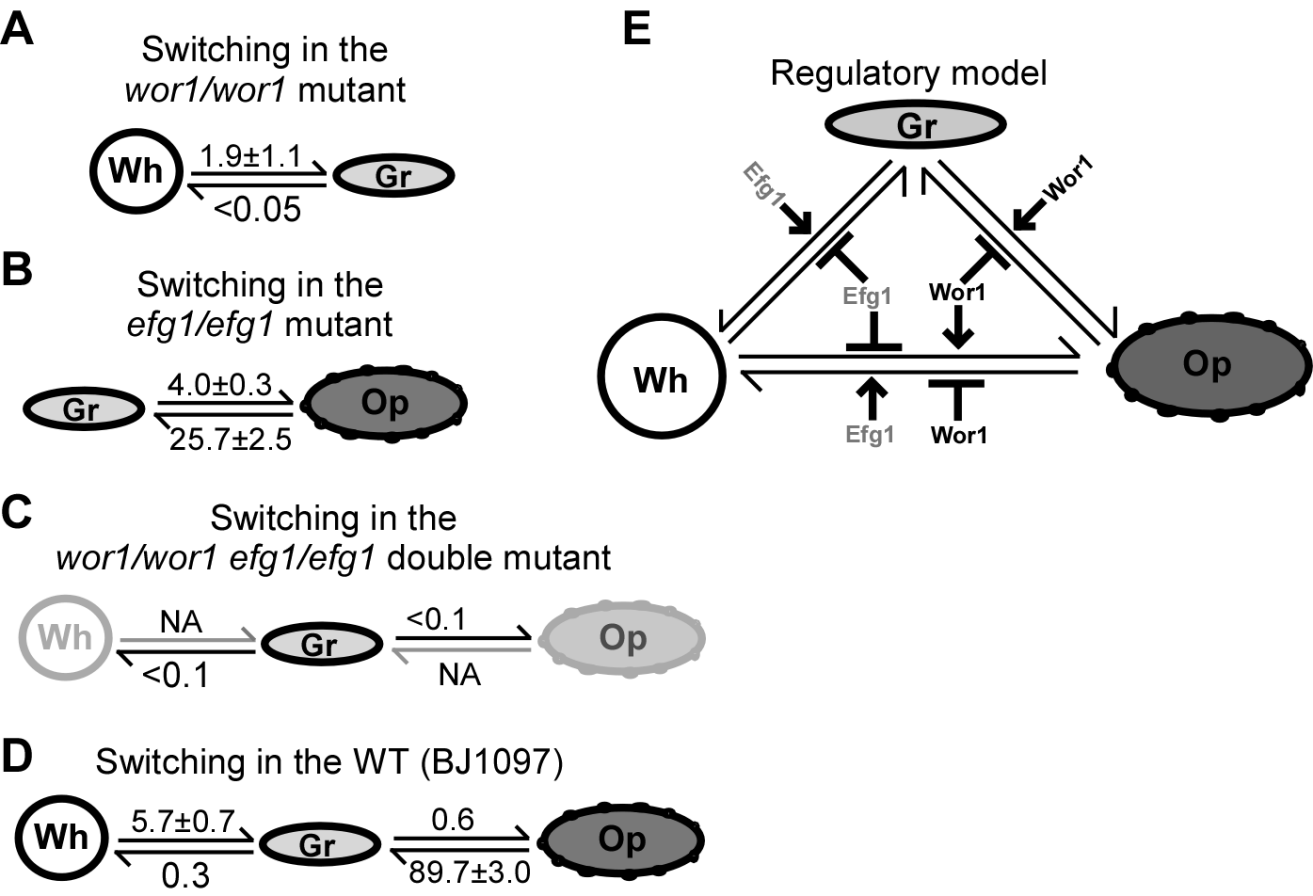
Roles of Wor1 and Efg1 in the regulation of white-gray-opaque transitions in *C. albicans*. NA, not available. The complete switching frequency data under different conditions are shown in Figure S10. (A) White-gray switching frequencies (%) on YPD medium. The *wor1/wor1* mutant cannot switch to the opaque phenotype under all conditions tested. (B) Gray-opaque switching frequencies (%) on YPD medium. The *efg1/efg1* mutant cannot switch to the white phenotype under all conditions tested. (C) Switching frequencies (%) on YPD medium. The *wor1/wor1 efg1/efg1* double mutant is locked in the gray phase under all conditions tested. (D) Switching frequencies (%) on YPD medium of the wild type control (adapted from Figure 2A). (E) Regulatory model of the white-gray-opaque tristable phenotypic switching system.

### White-Gray-Opaque Transitions Are Independent of the *MTL*

Over 90% of clinical isolates of *C. albicans* are *MTL* heterozygotes (**a**/α). The strain BJ1097 and five strains used in Figure S7 are all *MTL* heterozygotes (**a**/α). We therefore examined whether the *MTL* locus regulates the gray phenotype. As shown in Figure 7A, both the *MTL* **a**/Δ and the Δ/α strains exhibited white, gray, and opaque phenotypes and could switch among the three phenotypes frequently (unpublished data). The cellular morphologies of gray cells of the *MTL* **a**/Δ or Δ/α were similar to those of the parent **a**/α gray cells. The cell size of opaque cells of the *MTL* **a**/Δ or Δ/α strain were larger than that of **a**/α opaque cells. More importantly, we found that the natural *MTL*α/α strain 19F could also undergo the white-gray-opaque transitions (Figure S7) [27]. Therefore, the white-gray-opaque tristable switching system is independent of the *MTL* locus.

**Figure 7:**
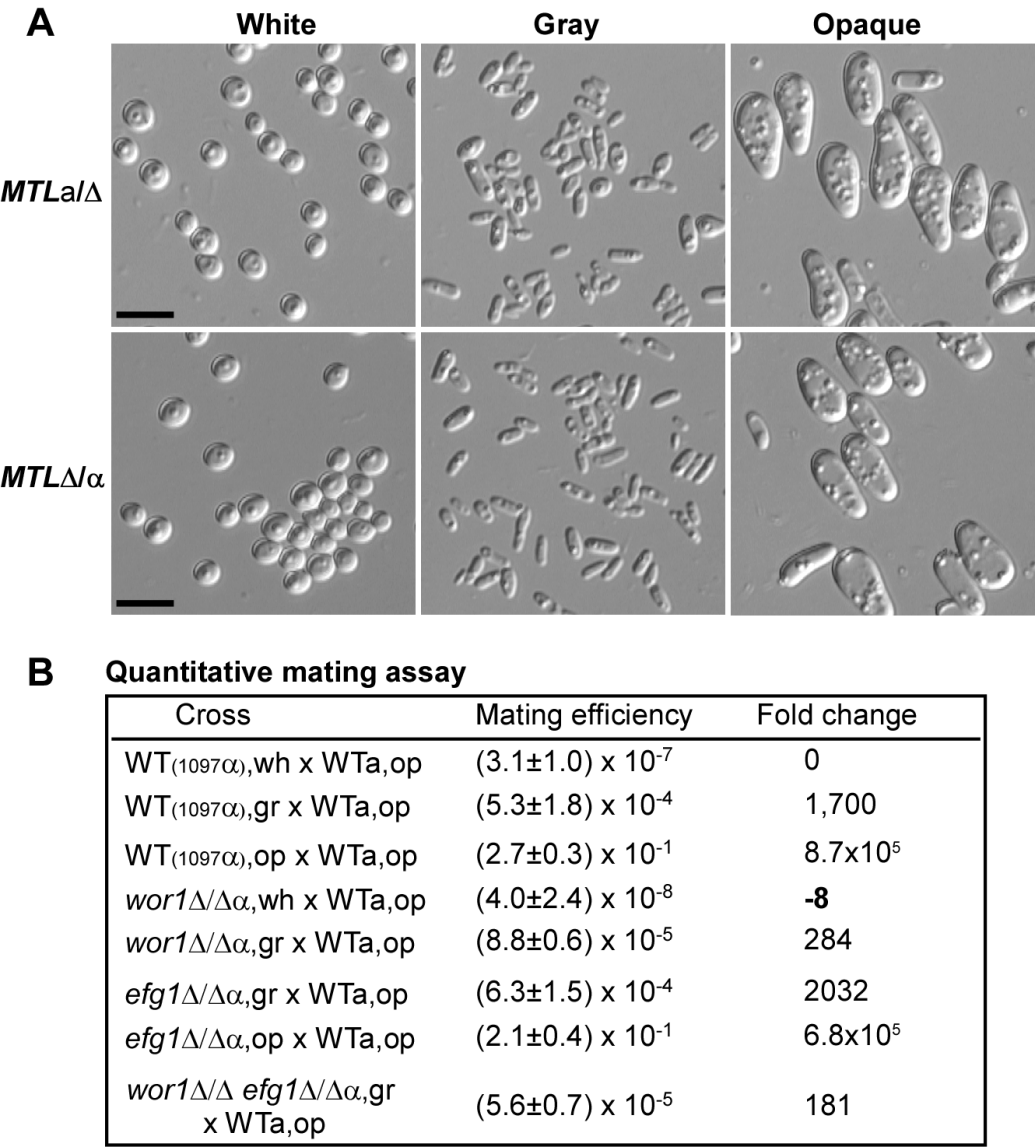
White-gray-opaque transitions are independent of the *MTL*. (A) Cellular morphologies of white, gray and opaque cells of BJ1097a (*MTL* **a**/Δ) and BJ1097α (*MTL*Δ/α). Scale bar, 10 µm. (B) White, gray, and opaque cells differ in mating efficiencies. Experimental strains with *MTL*Δ/α *URA3* ^+^ *sat1^−^* (or *Clon−*) genotype: the *wor1/wor1, efg1/efg1*, *wor1/wor1 efg1/efg1* double mutants, and the wild type BJ1097α. Tester strain WT**a** (*MTL* **a**/**a**, *ura3* ^−^ *Clon*+). Mating efficiency = average ± standard deviation (SD). The fold changes of mating efficiencies to that of WT white cells are also shown. The mean values were used for calculations.

### Gray Cells Exhibit an Intermediate Level of Mating Competency

We further demonstrated that gray cells mate over 1,000 times more efficiently than white cells, but hundreds of times less efficiently than opaque cells in the wild type strains (Figure 7B). The relatively high mating efficiency of gray cells could be partly due to their high switching frequency to the opaque phase (Figure 2A). To rule out this possibility and characterize the mating ability of gray cells, we next performed mating assays in the *wor1/wor1*, *efg1/efg1*, and *wor1/wor1 efg1/efg1* mutants. Gray cells of the *wor1/wor1* mutant mated about 2,000 times more efficiently than their white cell counterparts and 248 times more efficiently than white cells of the wild type. In the *efg1/efg1* mutant, gray cells exhibited a mating ability comparable to that of gray cells of the wild type. Consistently, the *wor1/wor1 efg1/efg1* double mutant, locked in the gray cell type, showed an intermediate mating competence between the white and the opaque phenotype (Figure 7B). These results suggest that gray cells indeed mate more efficiently than white cells since cells of the *wor1/wor1* and *wor1/wor1 efg1/efg1* mutants cannot switch to the highly mating-competent opaque phenotype.

## Discussion

High-frequency switching of colony morphology was observed in several clinical isolates of *C. albicans* by the Soll lab [28],[29]. The strains could switch heritably and reversibly between at least seven different phenotypes, not including the white-opaque transition [28],[29]. Here we report a novel morphological phenotype, the gray cell type, and a white-gray-opaque tristable switching system in *C. albicans*. Our new findings, together with previous reports [28],[29], suggest that *C. albicans* is capable of undergoing multiple-stable phenotypic transitions under certain environmental conditions. Compared with white and opaque cells, gray cells exhibit several unique characteristics: (1) distinct cellular and colony appearance; (2) high Sap activity in BSA-containing media; (3) tissue-specific infection ability; and (4) differential global gene expression profiles. A more comprehensive comparison of features of the three phenotypes is presented in Table 1.

**Table 1:** Comparison of features of white, gray, and opaque cell types.

Characteristics	Subcharacteristics	Cell Type		
		White	Gray	Opaque
**Colony appearance on solid media**	Without phloxine B	White and shiny	Gray and shiny	Gray and rough
	With phloxine B	White and shiny	Light pink and shiny	Dark pink and rough
**Cellular appearance**	—	Round and small	Elongated and small	Elongated and large
**Cell size** (in stationary phase)	Length/diameter (µm)	4.9–6.8	5.9–6.9	9.5–11.8
	Volume (µm^3^)	85–135	30–55	170–290
**Mating competency**	—	Low	Intermediate	High
**Virulence**	In systemic infections	High	Low	Low
	In cutaneous infections	Low	High	Intermediate
**Master regulator**	—	Efg1	NA	Wor1
**Cell type-specific genes**	—	*WH11, ALS2, ALS4, HGT19, etc.*	*LIP9, PGA26, HSP31, HMS1, etc.*	*OP4, SAP1, WOR1, PHO89, etc.*

These features were characterized based on examining the three cell types of BJ1097 grown in Lee's glucose medium.

NA, not available

### Environmental Cues Regulate White-Gray-Opaque Transitions

The tristable and heritable phenotypic switching system reported in this study may confer the pathogen with higher plasticity and capacity of environmental adaptation. White-gray-opaque transitions can both occur spontaneously and be induced by environmental cues. Although CO_2_ and GlcNAc promote white-to-opaque switching and stabilize the opaque phenotype [21], they have no obvious effect on the induction of the gray phenotype (Figure 2). However, the rich YPD medium facilitates the formation of gray cells (Figure 2). These results suggest that white and gray cells differ in response to environmental cues and that these three cell types may have different abilities to adapt to specific host niches.

### Phase-Specific Gene Expression Profiles, Saps, Virulence, and Niche Adaptation

White, gray, and opaque cells show distinct global gene expression profiles. The gray cell type-enriched genes include these encoding secreted enzymes, cell wall and surface proteins, metabolism- and antifungal-related proteins, and filamentation-regulators. This unique gene expression profile could contribute to a number of important biological traits of *C. albicans*, such as filamentation and biofilm formation, virulence, and resistance to antifungals. 

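The cell wall gene set holds 98 genes that the authors' Gene Ontology component annotation places in the cell wall, anchored to a membrane, in the extracellular region or at the cell surface, and that had reads in all 3 libraries. The median log2 ratio of gray over white cells was 0.23, at percentile 99.5 among 10000 random lists matched on expression, and 56 of the 98 genes were higher in gray cells. The median log2 ratio of gray over opaque cells was 0.025 at percentile 9.27. Its sign depended on the scaling, and the median was -0.24 with the TMM factors and -0.24 with the DESeq2 size factors. Of the 45 gray-enriched genes, 4 belong to this set, against 2 of the 69 white-enriched and 9 of the 129 opaque-enriched genes. The set leaves out genes annotated only to other membrane terms, and signal peptides were not used to choose it. It is therefore narrower than the group of cell wall, membrane and extracellular proteins in the paper, and these counts do not measure that group.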

For example, a large set of genes encoding cell wall, membrane, and extracellular proteins, was upregulated in gray cells. These proteins directly interact with the extracellular environment and may play critical roles in sensing and responding to environmental changes.

Secreted proteinases, including Saps in *C. albicans*, play important roles in nutrient acquisition, tissue adherence, invasion, and infection [26]. Interestingly, although the expression of a number of *SAP* genes was only enriched in opaque cells in Lee's glucose medium, gray cells exhibited higher Sap activity than opaque cells in the BSA-containing medium (Figure 4A and 4B). The inducible expression mode of *SAP2* could confer advantages to gray cells over white and opaque cells (Figure 4D and 4E). Previous studies have demonstrated that *SAP2* mRNA is highly upregulated in a reconstituted human epithelial (RHE) infection model and critical for epithelial tissue damage [30]–[32]. Constitutive expression of *SAP* genes in opaque cells could cost and waste a lot of energy to the cell, and the damaging effects of Saps could evoke strong host immune response [4],[26]. The expression of *SAP* genes would not favor the commensal life style of *C. albicans*. The low Sap activity of white cells limits certain infection abilities, especially the ability to cause cutaneous infections. Inducible expression of Sap activity could also play a balancing role in the transition between the commensal and pathogenic life styles in *C. albicans*. The major components of the skin surface are proteins, such as collagen, elastin, and keratin. Like BSA, these proteins could also induce Sap activity in gray cells. Consistent with this idea, the skin damage and nutrient acquisition abilities of white, gray, and opaque cells correspond to their respective Sap activities exhibited in BSA-containing media (Figures 4, 5D, and S8). Gray cells and opaque cells are less virulent in the systemic infection model possibly due to their weaker abilities to filament compared to white cells (unpublished data). Gray cells and opaque cells propagated faster than white cells in an ex vivo tongue infection model and led to more serious damages in an in vivo skin infection model (Figure S8). These results are consistent with previous studies in terms of the correlation between Sap activity and cutaneous infections [26].

Moreover, the three cell types differ in fungal burdens in different organs (Figure 5C), suggesting that they may play distinct and specific roles in systemic infections. The distinct global transcriptional profiles and differential Sap activities of the three different cell types may contribute to the adaptability of *C. albicans* to inhabit a diverse number of host niches and to propagate in different tissues.

### Roles of the *MTL* Locus, Wor1, and Efg1 in the Regulation of White-Gray-Opaque Transitions

The *MTL* locus is involved in the regulation of white-opaque switching and sexual mating in *C. albicans* [7]. Here we found that the white-gray-opaque tristable switching system is independent of the regulation of the *MTL* locus. Although only a subset of *C. albicans* clinical strains undergo the tristable switch under the culture conditions tested, we suggest that this phenotypic switching system may be a general feature of natural *C. albicans* strains, and most, if not all, strains could do this under certain conditions (e.g., in certain niches of the host).

Wor1 is the master regulator of white-opaque switching and is essential for opaque cell formation (Figures 6, S9, and S10) [14]–[16]. Efg1 plays a negative role in white-to-opaque switching and is essential for white cell formation (Figures 6 and S10). Wor1 and Efg1, together with transcription factors Czf1, Wor2, and Wor3, form interlocking transcriptional feedback loops controlling white-opaque switching [18]. Although neither Wor1 nor Efg1 is required for the formation of the gray phenotype, deletion of both *WOR1* and *EFG1* locks cells in the gray phenotype (Figures 6, S9, and S10). These results suggest that different transcriptional circuitries may be involved in the regulation of white-gray and gray-opaque transitions. Together with other unidentified regulators, Wor1 and Efg1 may coordinately govern the formation of gray cells. On phloxine B-containing media, the cellular and colony morphologies of the *wor1/wor1 efg1/efg1* double mutant we generated are similar to those of the *wor1/wor1 efg1/efg1* double mutant in the SC5314 background constructed by Hnisz and colleagues [33], suggesting that derivatives of SC5314 also have the potential to switch to the gray phenotype. Both CO_2_ and GlcNAc induce white-to-opaque switching predominantly via activating the Wor1 regulator [21]; however, neither of these stimuli had an obvious effect on the induction of white-to-gray switching (Figure 2). This is reasonable because the expression level of *WOR1* is very low in gray cells and Wor1 is not required for the formation of gray cells (Table S1).

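The 7 reads of *WOR1* in gray cells give 0.193% of its RPKM in opaque cells (95% interval 0.0777 to 0.399). In white cells *WOR1* had 2 reads, fewer than the 3 reads at which a gene without reads could have been seen.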

### The Gray Cell Type Differs from the Reported “GUT” Cell Type

Gray cells also differ from the recently reported GUT cell type (gastrointestinally induced transition) in several aspects [4]. First, GUT cells resemble opaque cells in shape and cell size but lack cell wall surface pimples [4]. Gray cells are much smaller than both opaque and GUT cells. Second, GUT cells have been reported to exist only in the animal gut and have not been found to be stable in vitro culture conditions, while gray cells are very stable in a variety of laboratory culture conditions. Third, several virulence genes including *SAPs*, are downregulated in GUT cells, while gray cells have a higher Sap activity than white and opaque cells in the presence of BSA. The switching characteristic, together with the unique aspects of gray cells discussed above, indicates that the gray phenotype is a novel morphological phenotype.

### Is the Gray Cell Type an Intermediate of the White and Opaque Phenotypes?

A number of reasons suggest that the gray cell type is not an intermediate of the white and opaque phenotypes. First, white cells can directly switch to the opaque phenotype under some culture conditions at high frequencies without an intermediate phase (Figure 2), and vice versa. Consistently, the frequencies of white-to-opaque switching is even higher than that of gray-to-opaque switching under certain conditions, suggesting that conversion to the gray phenotype is not necessary to facilitate the formation of opaque cells. Second, the key regulators of white-opaque switching, Wor1 and Efg1, are not required for the maintenance of the gray phenotype. If the gray phenotype were an intermediate of the white and opaque phenotypes, one would expect that the expression levels of white- or opaque-phase specific genes, such as *WOR1*, *EFG1, WH11*, and *OP4* [2], would be at intermediate levels in gray cells. However, this was not the case (Tables S1 and S2). 

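The RPKM of *WOR1* in gray cells was 0.317 (95% interval 0.127 to 0.653), between 0.0876 (95% interval 0.0106 to 0.316) in white and 164 (95% interval 159 to 169) in opaque cells, and its interval overlaps that of white cells. *EFG1* was highest in gray cells, at 1062 against 856 in white and 169 in opaque cells. *WH11* was lowest in gray cells, at 327 against 8044 in white and 574 in opaque cells. *OP4* in gray cells had 416, between 3.07 in white and 6019 in opaque cells, with 4716 reads behind the value in gray cells.

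**Figure D3:**
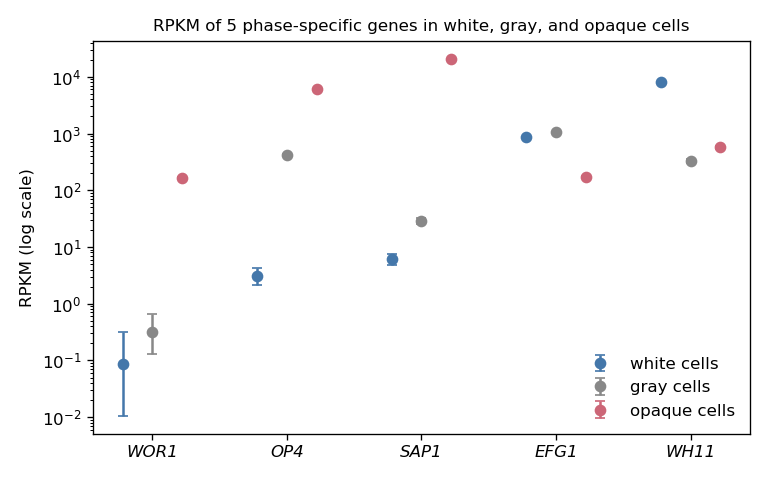
RPKM on a log scale (vertical axis) of *WOR1*, *OP4*, *SAP1*, *EFG1*, and *WH11* in white, gray, and opaque cells, 1 library each, with 95% intervals for counting error. *WOR1* in gray cells (0.317) is near white cells, *OP4* (416) lies between the other cell types, *EFG1* is highest and *WH11* is lowest in gray cells.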

Third, the order of Sap activities from highest to lowest is gray>opaque>white cells. In this sense, the opaque phenotype is an intermediate of the white and gray phenotypes. Fourth, the gray phenotype is not transient, but heritable, and can be maintained for many generations. Fifth, similar to white and opaque cells, gray cells exhibit a unique global gene expression profile.

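Gray cells differed at least 4-fold from white cells in 297 of 6056 genes and from opaque cells in 355 of 6055 genes, while white and opaque cells differed in 447 of 6039 genes. The 45 gray-enriched genes had a median of 2081 reads in gray cells, and the median of the smaller of their 2 ratios was 6.22-fold. White and opaque cells were at least 4-fold apart in 444 genes with reads in all 3 libraries. In 324 of these (73.0%) gray cells lay between them, in 62 beyond white cells, and in 58 beyond opaque cells.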

### Conclusion

Understanding the regulatory mechanisms of phenotypic changes will provide insights into several fundamental questions such as how pathogens adapt to the host and survive and propagate under diverse niches. Here we add the gray morphology and the white-gray-opaque tristable transitions to the list of known fungal morphological switching systems. This study provides an example of multiple stable and heritable switching systems, indicating that the regulation of morphological forms to adapt to environmental changes could be much more elaborate than previously thought. Our study also sheds new insight on the regulatory mechanism of the transition between commensal and pathogenic life styles in *C. albicans*. Exploring the molecular basis of this tristable phenotypic switching system and its role in host adaptation will be important for seeking new strategies to treat infections caused by the major fungal pathogen of humans.

## Materials and Methods

### Culture Conditions, Strains, and Plasmids

The strains used in this study are listed in Table S3. Lee's glucose medium and YPD medium (20 g/l glucose, 20 g/l peptone, 10 g/l yeast extract) were used for routine growth of *C. albicans*. Lee's glucose, Lee's GlcNAc [21],[34], and YPD media were used for phenotypic switching assays. 2% agar was added to the media to make solid nutrient plates. The dye phloxine B (5 µg/ml), which stains opaque colonies dark pink and gray colonies light pink, was added to the solid media. The two plasmids for *WOR1* deletion, pSFS2A-WOR1KOa and pSFS2A-WOR1KOb, were used to delete *WOR1* in BJ1097 as described previously [17]. The two plasmids for *EFG1* deletion, pSFS2A-EFG1KOa and pSFS2A-EFG1KOb, were generated by inserting two fragments containing sequences homologous to the 5′- and 3′-terminus of the *EFG1* gene. The primers used for PCR to generate these fragments are listed in Table S4. To generate the *wor1/wor1 efg1/efg1* double mutant, the two alleles of *EFG1* were deleted in the *wor1/wor1* mutant using the same *EFG1* knockout plasmids.

The same strategy we described previously [17] was used to construct the SAP1p-GFP and SAP2p-GFP reporter strains, BJ1097 was transformed with PCR products of the GFP-caSAT1 fragment (amplified from the template plasmid pNIM1 [35] with GFP reporter primers) (Table S4).

### White-Gray-Opaque Switching Assays

The tristable switching assays were performed similarly to previously described white-opaque bistable switching assays [21]. Briefly, white, gray, or opaque cells from cultures of five days were replated onto agar media and incubated in air or 5% CO_2_ at temperatures indicated in the main text for 4 (at 37°C) or 5 (at 25°C) days of growth. Switching frequency = (number of colonies containing the second or third alternative phenotype/total colony number)×100%. For example, white-to-gray switching frequency = (number of gray colonies plus colonies with gray sections/total colony number)×100%. To verify colony phenotypes, several representative colonies of each type were examined for cellular morphology.

SEM assays were performed as described previously [36]. White, gray, and opaque cells were grown on Lee's GlcNAc medium for 3 days at 25°C and used for SEM assays.

### Mating Assay

We first deleted one allele of the *MTL* locus in the parent strain BJ1097 (*MTL* **a**/α) with the plasmid L23.14 [37], generating BJ1097Na (*MTL* **a**/Δ *Clon^+^*) and BJ1097Nα (*MTL*Δ/α *Clon^+^*). The two strains were then grown in YPmal medium (1% yeast extract, 2% peptone, 2% maltose) for FLP-mediated excision of the *SAT1*/flipper cassette, generating BJ1097a (*MTL* **a**/Δ *Clon^−^*) and BJ1097α (*MTL*Δ/α *Clon^−^*). Experimental strains of the *wor1/wor1, efg1/efg1*, *wor1/wor1 efg1/efg1* double mutants (*MTL*Δ/α, *URA3* ^+^ *Clon^−^*) were generated by using a similar strategy. To generate the *ura3^−^ Clon^+^* tester strain (WTa, opaque in Figure 7B), the plasmid pNIM1, which contains a *caSAT1* gene, was linearized and integrated into GH1012 (*MTL* **a**/**a** *ura3^−^*) [20], generating GH1012N. Quantitative mating assays were performed according to our previous publication [17]. Briefly, the mating experiments were performed on Lee's glucose medium at 25°C. The experimental white, gray, and opaque cell samples were collected from Lee's glucose medium plates. To test the mating efficiencies, 1×10^6^ of GH1012N opaque cells and 1×10^6^ of experimental cells (in white, gray, or opaque phase) were mixed and cultured on Lee's glucose medium plates for 48 hours at 25°C. The mating mixtures were resuspended, diluted, and plated onto three types of selectable plates for growth. Mating efficiencies were calculated as previously described [17].

### Sap Activity Testing Assays

YCB-BSA assay. Sap activity was monitored on YCB medium agar containing 0.2% BSA as the sole nitrogen source as described previously [38]. 5×10^6^ cells of each cell type in 5 µl ddH_2_O were spotted onto the plates. The white halos indicate secreted enzyme activity. The size of the halo ring indicates the activity level. This experiment was repeated six times.

Quantitative Sap activity assays were performed according to Ray and colleagues [39]. Briefly, white, gray, and opaque cells were grown in Lee's glucose or YCB-BSA medium overnight at 25°C. An aliquot of 20 µl of the cell suspension (1×10^6^ cells) was inoculated into 2 ml of fresh Lee's glucose or YCB-BSA medium. After incubation for 48 h at 25°C, the cell number of each sample was determined. The cultures were centrifuged at 13,000 rpm for 1 min. For activity assays, 250 µl of culture supernatant was mixed with 500 µl of 1% BSA in 0.1 M sodium citrate-HCl buffer (pH 3.0). The reaction mixtures were incubated at 37°C for 1 h with gentle agitation. The reaction was stopped by adding 1.25 ml of ice-cold 5% trichloroacetic acid (TCA). Precipitated material was removed by centrifugation and the protein concentration of the supernatant was determined in a modified Bradford assay according to the manufacturer's protocol (Sangon Biotech). The activities were calculated for 10^8^ cells of each cell type. One arbitrary unit was defined as an extinction increase at 595 nm of 0.1/h.

### Virulence Assays

All animal experiments were performed according to the guidelines approved by the Animal Care and Use Committee of the Institute of Microbiology, Chinese Academy of Sciences. The present study was approved by the Committee.

Systemic infection of mice was performed according to the previous studies [17],[36], with slight modifications. Female BALB/c mice aged 4–5 weeks were used for survival and competition experiments. 10 mice were used for injection of each cell type (white, gray, or opaque). 3.75×10^6^ cells of each type were injected into a mouse via tail vein. For competition experiments, 5×10^5^ cells of each type (white, gray, or opaque) of BJ1097 were mixed with 5×10^5^ cells of SC5314N (Nou^R^, locked in white phase) in 250 µl PBS and then injected into a mouse via tail vein. Mice were humanely killed at 24 hours after injection. Different organs were used for fungal burden assays. BJ1097 is sensitive to 100 µg/ml nourseothricin (clonNAT). To generate the nourseothricin resistant strain SC5314N, pNIM1 was linearized and integrated into the laboratory strain SC5314. Organ tissues (liver, kidney, spleen, lung, and brain) were homogenated, diluted in PBS, and plated on Lee's medium for 3 days of growth at 37°C in 5% CO_2_ for colony-forming unit (CFU) calculation. Colony morphologies of SC5314N and BJ1097 were distinguishable. SC5314N formed wrinkled and filamentous colonies, while BJ1097 formed smooth colonies under this culture condition. SC5314N and BJ1097 were also subject to the nourseothricin susceptibility test. Both colony morphology and nourseothricin susceptibility assays were used to distinguish SC5314N and BJ1097 formed colonies. Competitive index = the ratio of CFU number of BJ1097 to CFU number of SC5314N in each organ.

Skin infection assays were performed as described previously [17], with modifications. Newborn BALB/c mice (aged 2–4 days) were used. 4×10^6^ cells of each cell type in 2 µl ddH_2_O were spotted on the skin on the back of a new born mouse. After water evaporated, a small sterile filter paper was covered and fixed on the fungal spot with First Aid tape. After 24 h, the infected areas were excised for SEM assays.

Ex vivo tongue infection assays were performed as described by Kamai and colleagues [40], with modifications. Tongues (of similar size and weight) were excised from humanely killed female BALB/c mice aged 4–5 weeks and added to each well of a 24-well polystyrene plate containing 1×10^7^ cells of white, gray, or opaque cells in 1 ml PBS. 50 µg/ml ampicillin and 50 µg/ml kanamycin were added to each well to inhibit bacterial growth. After 24 hours of incubation at 37°C, cells in the liquid and on the tongue (after homogenization) were separately plated onto YPD agar for CFU assays. The total cell number of each well (including cells in the liquid and attached to the tongue) was calculated. The total cell number of each well indicates fungal growth rate. The experiment was repeated three times. For each time, three tongues were used for each cell type.

### RNA Etraction and RNA-Seq

White, gray, and opaque cells were grown at 25°C in liquid Lee's glucose medium for 24 h and total RNA was extracted using GeneJET RNA Purification kits according to the manufacturer's instructions. RNA-Seq analysis was performed by the company BGI-Shenzhen according to the company's protocol (http://www.genomics.cn/) [41]. Approximately 10 million (M) reads were obtained by sequencing each library. The library products were sequenced using the Illumina HiSeq 2000. Software Illumina OLB_1.9.4 was used for basecalling. The raw reads were filtered by removing the adapter and low quality reads (the percentage of low quality bases with a quality value ≤5 was >50% in a read). Clean reads were mapped to the genome of *C. albicans* SC5314 using SOAP aligner/soap2 software (version 2.21) [42]. The gene expression level is calculated using the RPKM method [43].

### Accession Number

The RNA-seq dataset has been deposited into the NCBI Gene Expression Omnibus (GEO) portal (accession number GSE53671).

## Supporting Information

Figure S1 **Colony and cellular morphologies of white, gray, and opaque cell types on Lee's glucose medium.** G, gray; O, opaque; W, white. Scale bar, 10 µm. Cells (strain BJ1097) were grown at 25°C in air for 5 days. (A) Colony and cellular morphologies of white, gray, and opaque cell types. (B) An image of mixed colonies of white, gray, and opaque cell types. (C) Fluorescence activated cell sorting (FACS) analysis of the DNA content of white, gray, and opaque cells. The strain SC5314 served as a diploid control. Cells were grown in liquid Lee's glucose medium at 25°C for 18 hours. The y-axis represents cell count, and the x-axis indicates the fluorescence intensity of the nuclear DNA.
(TIF) Click here for additional data file.

Figure S2 **Colony and cellular morphologies of white, gray, and opaque cell types on Lee's GlcNAc medium.** G, gray; O, opaque; W, white. Scale bar, 10 µm. Cells (strain BJ1097) were grown at 25°C in air for 5 days. (A) Colony and cellular morphologies of white, gray, and opaque cell types. (B) An image of mixed colonies of white, gray, and opaque cell types.
(TIF) Click here for additional data file.

Figure S3 **Cellular morphology of white, gray, and opaque cell types in liquid Lee's medium.** Scale bar, 10 µm. Cells (strain BJ1097) were grown at 25°C in liquid Lee's glucose medium with shaking for 8 to 48 hours and imaged.
(TIF) Click here for additional data file.

Figure S4 **Scanning electron microscope images of white, gray, and opaque cells of** ***C. albicans*** **.** Scale bar, 3 µm. Cells (strain BJ1097) grown at 25°C in Lee's GlcNAc medium for 3 days were used for SEM assays. A pimpled- (left) and a smooth-surfaced (right) opaque cell are shown.
(TIF) Click here for additional data file.

Figure S5 **Cellular morphology of white, gray, and opaque cells of** ***C. albicans*** **at 37°C.** Scale bar, 10 µm. Cells (strain BJ1097) were plated onto solid media indicated and grown at 37°C for 4 days. Cellular images of representative colonies are shown.
(TIF) Click here for additional data file.

Figure S6 **White-gray-opaque tristable transitions in 5% CO_2_.** G, gray; G-sec, gray sectors; O, opaque; W, white. Colonies (strain BJ1097) were grown on YPD medium plates in 5% CO_2_ at 25°C for 5 days. Cellular images of representative colonies are shown. Scale bar, 10 mm. Switching frequencies are shown in Figure 2C.
(TIF) Click here for additional data file.

Figure S7 **White-gray-opaque tristable transitions in six independent clinical isolates of** ***C. albicans*** **.** JX1345, JX1346, and JX1352 were isolated from China; GH1501 and 19F were isolated from the United States; and GH1526 was isolated from Spain. Cells were plated onto Lee's medium agar and grown at 25°C for 5 days. Cellular morphologies of the white, gray, and opaque phenotypes are shown. Scale bar, 10 µm.
(TIF) Click here for additional data file.

Figure S8 **SEM images of infected skin samples of new born mice.** Damaged regions are indicated with white arrows. 4×10^6^ cells of each type in 2 µl ddH_2_O were spotted on the skin on the back of a new born mouse. After water evaporated, a small sterile filter paper was affixed on the fungal spot with First Aid tape. After 24 h, the infected areas were excised for SEM assays. Uninfected, a sample of uninfected skin tissue. Scale bar, 5 µm. Rectangular marks in some panels occurred during routine focusing procedures due to a longer exposure time to the electron probe.
(TIF) Click here for additional data file.

Figure S9 **Colony (A) and cellular (B) morphologies of the WT,** ***wor1/wor1*** **,** ***efg1/efg1*** **, and** ***wor1/wor1 efg1/efg1*** **double mutants.** Cells were grown on Lee's GlcNAc medium plates at 25°C in air for 4 days. Cellular morphology of a representative colony of each cell type is shown. G, gray; G-sec, gray sectors; O, opaque; W, white. Scale bar, 10 µm.
(TIF) Click here for additional data file.

Figure S10 **Switching frequencies in the** ***wor1/wor1*** **,** ***efg1/efg1*** **, and** ***wor1/wor1 efg1/efg1*** **double mutants.** G, gray; O, opaque; W, white. Cells were grown under the conditions indicated in the figure for five days. Colonies were counted for switching frequency (%) calculations. (A) Switching frequencies of the *wor1/wor1* mutant in air. (B) Switching frequencies of the *wor1/wor1* mutant in 5% CO_2_. (C) Switching frequencies of the *efg1/efg1* mutant in air. (D) Switching frequencies of the *efg1/efg1* mutant in 5% CO_2_. (E) Switching frequencies of the *wor1/wor1 efg1/efg1* double mutant in air. (F) Switching frequencies of the *wor1/wor1 efg1/efg1* double mutant in 5% CO_2_.
(TIF) Click here for additional data file.

Table S1 **Dataset of RNA-Seq analysis of white, gray, and opaque cells.** White-, gray-, opaque-enriched genes, white-gray, white-opaque, and gray-opaque differentially expressed genes are listed in separate sheets in the dataset. Expression profiles of all genes in the three cell types are also shown.

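Recomputed from the deposited RPKM values, the log2 ratios of the pairwise sheets of Table S1 were compared for 1098 entries, and 0 differed by more than 0.001. These entries cover 253 of the 254 genes at least 4-fold higher in opaque than in white cells, and all genes of the other comparisons. The 69 white-enriched, 45 gray-enriched, and 129 opaque-enriched genes of its cell type-specific sheets were the genes found by the 4-fold criterion. The ratios in Table S1 have no pseudocount, so genes without reads in a library have none.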

(XLSX) Click here for additional data file.

Table S2 **Functional categories of differentially expressed genes in white, gray, and opaque cells.**
(XLS) Click here for additional data file.

Table S3 **Strains used in this study.**
(DOC) Click here for additional data file.

Table S4 **Primers used in this study.**
(DOC) Click here for additional data file.

## Abbreviations

BSA: bovine serum albumin
CFU: colony-forming unit
GFP: green fluorescent protein
GlcNAc: N-acetylglucosamine
MTL: mating type-like locus
RPKM: reads per kilobase per million
Sap: secreted aspartyl proteinase
SEM: scanning electron microscopy
WT: wild type
YCB: yeast carbon base
YPD: yeast extract-peptone-dextrose

# Supplementary material for: Discovery of a “White-Gray-Opaque” Tristable Phenotypic Switching System in Candida albicans: Roles of Non-genetic Diversity in Host Adaptation
**Source:** PLoS Biol. 2014 Apr 1;12(4):e1001830. doi: 10.1371/journal.pbio.1001830
**Supplement:** Table S3 — Strains used in this study.

**Table S3. Strains used in this study**

| **Strain** | **Parent strain** | **Genotype** | **Reference** |
| --- | --- | --- | --- |
| BJ1097 |  | Wild type, a clinical isolate of *C. albicans* from China, *MTL***a**/ | This study |
| JX1345 |  | Wild type, a clinical isolate of *C. albicans* from China, *MTL***a**/ | 1 |
| JX1346 |  | Wild type, a clinical isolate of *C. albicans* from China, *MTL***a**/ | 1 |
| JX1352 |  | Wild type, a clinical isolate of *C. albicans* from China, *MTL***a**/ | 1 |
| GH1501 (P48086) |  | Wild type, a clinical isolate of *C. albicans* from the United States, *MTL***a**/ | 1,2 |
| GH1526 (P75006) |  | Wild type, a clinical isolate of *C. albicans* Spain, *MTL***a**/ | 1,3 |
| 19F |  | Wild type, a clinical isolate of *C. albicans* from the United States, *MTL*/ | 3 |
| BJ1097**a** |  | As BJ1097, but *MTL***a***::FRT-SAT1-FRT/* | This study |
| BJ1097 |  | As BJ1097, but *MTL***a***/**::FRT-SAT1-FRT* | This study |
| *wor1/wor1* | BJ1097 | As BJ1097, but *wor1:FRT/wor1::FRT-SAT1-FRT* | This study |
| *efg1/efg1* | BJ1097 | As BJ1097, but *efg1:FRT/efg1::FRT-SAT1-FRT* | This study |
| *wor1/wor1 efg1/efg1* (1) | *wor1/wor1* | As *wor1/wor1*, but *efg1:FRT/efg1::FRT-SAT1-FRT* | This study |
| *wor1/wor1 efg1/efg1* (2) | *wor1/wor1 efg1/efg1* (1) | As *wor1/wor1*, but *efg1:FRT/efg1::FRT* | This study |
| SAP1p-GFP | BJ1097 | As BJ1097, but *SAP1/sap1::SAP1p-GFP* | This study |
| SAP2p-GFP | BJ1097 | As BJ1097, but *SAP2/sap2::SAP2p-GFP* | This study |

**References:**

1. Xie J, Tao L, Nobile CJ, Tong Y, Guan G, Sun Y, *et al*. (2013) White-opaque switching in natural MTLa/α isolates of *Candida albicans*: evolutionary implications for roles in host adaptation, pathogenesis, and sex. PLoS Biol. 2013;11(3):e1001525.

2. Lockhart SR, Pujol C, Daniels KJ, Miller MG, Johnson AD, *et al.* (2002) In *Candida albicans*, white-opaque switchers are homozygous for mating type. Genetics 162: 737-745.

3. Pujol C, Pfaller M, Soll DR (2002) Ca3 fingerprinting of Candida albicans bloodstream isolates from the United States, Canada, South America, and Europe reveals a European clade. J Clin Microbiol 40: 2729-2740.

# Supplementary material for: Discovery of a “White-Gray-Opaque” Tristable Phenotypic Switching System in Candida albicans: Roles of Non-genetic Diversity in Host Adaptation
**Source:** PLoS Biol. 2014 Apr 1;12(4):e1001830. doi: 10.1371/journal.pbio.1001830
**Supplement:** Table S4 — Primers used in this study.

**Table S4. Primers used in this study**

| **Name** | **Sequence (5’ to 3’)** | **Purpose** |
| --- | --- | --- |
| Wor1CHF | CAACAACAACAACAACAACACC | *WOR1* deletion confirmation  (pair 1) |
| Wor1CHR | TGCCATTACCACCACTAACAC |
| Wor1CHF5 | CACACTATACAAGAAGAGAAACC | *WOR1* deletion confirmation  (pair 2) |
| pSFR | CAATGAAATCCAGACAGTCGAG |
| pSFF | CGATTAGAGACACAAACGAAC | *WOR1* deletion confirmation  (pair 3) |
| Wor1CHR3 | GAATTAGGGTTATGGTATGATG |
| LT362 | atggtttcagctgctatactgc | *WOR1* deletion confirmation  (pair 4) |
| LT363 | atgatgattctgtttgaggtgg |
| SF-EFG5F1 | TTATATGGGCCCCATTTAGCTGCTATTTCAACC | For EFG1 knockout plasmid pSFS2A-EFG1KOa |
| SF-EFG5R1 | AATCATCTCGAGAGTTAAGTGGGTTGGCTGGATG |
| SF-EFG3F1 | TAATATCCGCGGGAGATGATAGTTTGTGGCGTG |
| SF-EFG3R1 | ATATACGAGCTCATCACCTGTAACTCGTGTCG |
| SF-EFG5F2 | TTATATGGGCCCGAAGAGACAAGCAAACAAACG | For EFG1 knockout plasmid pSFS2A-EFG1KOb |
| SF-EFG5R2 | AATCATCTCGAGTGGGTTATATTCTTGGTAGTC |
| SF-EFG3F2 | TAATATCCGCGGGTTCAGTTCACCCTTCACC |
| SF-EFG3R2 | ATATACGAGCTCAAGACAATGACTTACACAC |
| EFG1CHF5 | TATCCCAACTTTAATTCCTTCC | *EFG1* deletion confirmation  (pair 1) |
| pSFR | CAATGAAATCCAGACAGTCGAG |
| pSFF | CGATTAGAGACACAAACGAAC | *EFG1* deletion confirmation  (pair 2) |
| EFG1CHR3 | TGATGATACGGTTAGAAGTC |
| EFG1CHF | CAACAACAAGGACAACCAGG | *EFG1* deletion confirmation  (pair 3) |
| EFG1CHR | AACCGACACATTATTGGCATC |
| SAP1pGFP-F | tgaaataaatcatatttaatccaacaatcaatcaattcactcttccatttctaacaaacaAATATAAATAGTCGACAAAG | SAP1p-GFP reporter |
| SAP1pGFP-R | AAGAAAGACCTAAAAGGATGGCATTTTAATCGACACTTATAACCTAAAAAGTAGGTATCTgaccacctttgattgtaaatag |
| SAP2pGFP-F | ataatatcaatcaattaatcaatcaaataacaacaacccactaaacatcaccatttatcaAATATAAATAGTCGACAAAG | SAP2p-GFP reporter |
| SAP2pGFP-R | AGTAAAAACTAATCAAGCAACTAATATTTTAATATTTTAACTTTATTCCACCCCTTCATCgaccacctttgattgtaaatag |
| SAP1pGFP-DF | TCGGTCACATATAACTACAG | GFP reporter checking |
| SAP2pGFP-DF | AACCTGGAAATCGGGGAAAC |
| GFP-DR | AGCATTGAAGACCATACGCG |

How the deposited data were processed for this re-analysis (not part of the article)

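RNA-Seq of strain BJ1097 comprised 1 library for each of the white, gray, and opaque cell types, without replicates. The authors removed adapter and low-quality reads, aligned the rest to the SC5314 genome with SOAP2, and counted the uniquely mapped reads on each gene. The deposited count of a gene is therefore a whole number of reads without normalization, and genes without reads are not listed in a library. The authors computed RPKM from these counts, dividing by the gene's length and by the reads counted on genes in that library. The deposited coverage is the percent of a gene's positions that at least 1 read covers, and the paper does not describe it. Gene Ontology annotation and descriptions came with each gene.

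The 3 libraries held 9.68 M, 9.36 M, and 9.50 M counted reads in white, gray, and opaque cells, and 5823, 5846, and 5852 genes had at least 10 reads. The cell types were compared by ratios of the authors' RPKM values, with 4-fold as the threshold after the legend of Figure 3, among genes with at least 1 read in each library compared. Intervals are 95% exact Clopper-Pearson intervals from the read counts. A floor of 3 reads was taken as the number at which a gene without reads could have been seen. Reads without molecular identifiers are not independent molecules, so the intervals and this floor cover counting error only. No p-value is given for a difference between cell types, because there are no replicates. A single RPKM value was given an interval from its count among all counted reads.

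A gene was called enriched when it was at least 4-fold higher in 1 cell type than in both others. The metabolism-related genes of Table S2 were classed at 2-fold. Gene sets came from the Gene Ontology annotation, and the median log2 ratio of a set was placed among the medians of 10000 random lists of the same size matched on mean expression in 10 bins. Spearman's rho was computed across genes, which are not independent replicates. The expected covered percent of a gene was computed for reads placed at random, each covering 49.0 bases, the median of genes with 1 read. The genes named are every gene that the paper's text on the RNA-Seq data, Figure 3, Figure 4 or Table 1 names, the 5 genes with the largest smaller ratio in each enriched set among those with at least 10 reads, and the *SAP* and *HSP* genes of Tables S1 and S2. Of these, 1 gene is not reported here. For covered positions they are the 5 genes with the lowest covered percent among those with at least 1000 reads, and otherwise up to 5 genes with the most reads. *WOR3* was not analysed here.

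Alternatives changed 1 choice at a time. They were pseudocounts of 0.1 and 1 RPKM, 1 read given to genes without reads, minimums of 10 and 20 reads, edgeR's TMM factors, DESeq2's size factors, intervals wholly beyond 4-fold, and thresholds of 1.5-fold, 2-fold, 4-fold and 8-fold. The edgeR and DESeq2 factors were used to scale the counts only, and no test of either package was run. The comparison was tested on simulated data in which 200 genes were changed 8-fold, up or down, with counting noise only. A change that large, and noise of the kind the intervals assume, made success likely. Differences between cultures were not simulated, so the outcome does not bear on them or on genes near 4-fold. Of the 192 changed genes with at least 10 reads, 99.5% were called at 4-fold in the right direction, 0 unchanged genes with at least 10 reads and 7 with fewer were called, and 95.8% of the intervals held the true ratio. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3, edgeR 4.0.16, and DESeq2 1.42.0. The quantitative PCR, proteinase activity and fluorescence experiments of the paper were not analysed here.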

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

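The tests of read placement, read number, transcripts and unlisted genes were chosen only after the result was seen, and the test of evenness was chosen before it. The covered percent of each gene, which the paper does not discuss, was examined for genes with at least 1000 reads in a library. In 16 such genes, reads covered under 70% of the positions. The lowest values belonged to orf19.1435 and orf19.382, both annotated as translation elongation factor EF-1 alpha, with 16.9% in each of the 3 libraries. The next were orf19.4149 with 31.9% in white, 33.1% in gray, and 36.6% in opaque cells, orf19.4149.1 with 35.5% in each, and orf19.4949 with 51.8%, 69.0%, and 58.8%. Of the 16 genes, 9 had at least 1000 reads in all 3 libraries, and in 9 of these 9 the covered percent varied by less than 5 points between libraries. Positions where reads could not be placed, such as sequence shared with another gene when only uniquely mapped reads are counted, may account for this. A stretch that is not transcribed, or sequence that differs from the reference strain, would leave the same pattern, and neither was tested. Too few reads were tested against random placement. In the libraries where these genes had at least 1000 reads, the lowest expected covered percent was 99.9%, which leaves little room for this explanation. A first version of that test also took libraries with few reads on a gene, and gave 22.0% for a gene with 9 reads in such a library, so the choice of libraries decided the outcome. No biological explanation was tested for these genes. *ALS4*, a leading white-enriched gene, is among the 16.

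In 8 genes with at least 1000 reads in both libraries compared, the covered percent differed by 10 points or more between libraries. These genes are 2622 to 3573 bases long. Those with the most reads were orf19.6008 with 76.9% in white, 89.6% in gray, and 88.8% in opaque cells, orf19.6276 with 86.0%, 97.8%, and 93.4%, orf19.5504 with 89.5%, 99.8%, and 96.5%, orf19.4764 with 89.8%, 98.9%, and 87.0%, and orf19.2747 with 74.6%, 89.4%, and 71.7%. A transcript that differs between the cell types could give such differences. The covered percent was largest in gray cells in 8 of the 8 genes, but the genes had been seen before this test was set, so it decides nothing. Gray cells also had the most reads in each of these genes except orf19.6008, and read numbers were not matched in them. Reads spread less evenly along long genes in the white and opaque libraries were tested among genes with 200 to 2000 reads and read numbers within 1.25 times of each other. Among genes of 3000 bases or more, the median gene was covered 0.22 points more in gray than in white and 0.26 points more in gray than in opaque cells, under the 2 points set beforehand. Gray cells had the larger covered percent in 64.6% of 99 long genes against white and 72.4% of 58 against opaque cells, and the median difference was 0 among genes under 1000 bases. The median covered percent of these long genes was 98.7% to 99.3% in the libraries compared, so a larger difference had little room. The differences in the 8 genes cannot be told apart from uneven reads.

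In 15 genes, a library had no reads and another had at least 10. They had no reads in white cells in 11 cases, in gray cells in 3, and in opaque cells in 2, with 1 gene, orf19.1302, counted for both white and gray, and the most reads were in opaque cells for 11 genes, in white for 3, and in gray for 1. The genes with the most reads were orf19.7608 with 0, 12, and 417 reads in white, gray, and opaque cells, orf19.936 with 0, 30, and 331, orf19.1409.3 with 0, 4, and 168, *ECE1* with 0, 3, and 85, and *GST1* with 0, 1, and 82. These genes have no ratio without a pseudocount and so enter no count of differing genes that involves the library without reads. Genes dropped after RPKM was computed would make the total implied by RPKM larger than the sum of the listed reads, and the difference was 0%. Reads lost to near-identical copies, since only uniquely mapped reads are counted, would be missing in each library alike. Such loss alone would not make libraries differ, but it could take a low count to 0, and this was not tested. For the genes without reads in white cells, low expression there is a hypothesis, and a difference in strain between the cultures was not tested for these genes.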

How the results depend on the processing

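No test of this part was chosen only after a result was seen, and 1 alternative, which left each library's 10 most read genes out of its total, was chosen after seeing the data. All other alternatives and the main settings were chosen before the data were examined. No result has a replicate check, and the intervals cover counting error only. No paired analysis was possible because each cell type has 1 library.

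With 2-fold as the threshold, the counts of differing genes were 385 for white over gray, 513 for gray over white, 857 for white over opaque, 566 for opaque over white, 755 for gray over opaque, and 441 for opaque over gray cells, with 256 white-enriched, 188 gray-enriched, and 283 opaque-enriched genes. With 8-fold they were 55, 79, 93, 145, 62, and 96, with 28, 14, and 68 enriched genes. With intervals wholly beyond 4-fold, the counts of gray over white and gray over opaque cells fell from 171 to 110 and from 168 to 98 genes. The other counts under that setting, and every count under the pseudocounts, the read minimums, the 1 read given to genes without reads, the TMM factors and the DESeq2 size factors, stayed within 1.5 times. More genes were higher in opaque than in white cells at 4-fold, but at 2-fold more were higher in white cells. With the 10 most read genes left out, 255 genes were higher in opaque and 187 in white cells. The cause of these changes was not tested.

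Of 592 ratios of named genes under the alternatives, 467 stayed within their counting interval, 117 moved outside it, and 8 changed sign. With the TMM factors and the DESeq2 size factors, the log2 ratio of gray over opaque cells was -0.064 and -0.072 for orf19.3348, -0.24 and -0.25 for *SAP8*, and -0.24 and -0.25 for orf19.5446, and the log2 ratio of white over gray cells was 0.044 and 0.035 for *SAP30*. In the main setting the 95% intervals of these ratios include 0. Of the named genes' ratios, 96 were at least 4-fold and 88 had their interval wholly beyond 4-fold, and the 2 and 7 reads of *WOR1* in white and gray cells limit any statement on how those cells differ in it.

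Among the metabolism-related genes, a threshold of 1.5-fold gave 30% intermediate, 7.27% highest in gray, 7.27% lowest in gray, and 5.45% not separated. With 4-fold, 11.8% were similar to opaque, 6.36% intermediate, 1.82% highest in gray, 0% lowest in gray, and 54.5% not separated. With 1 RPKM added, 11.8% were intermediate. With the TMM factors, 13.6% were not separated, and in the carbohydrate section 2.22% were highest in gray. Among only the genes at least 4-fold apart between some pair, 32.3% were intermediate, 8.06% highest in gray, and 6.45% lowest in gray, and the 0% not separated follows from the choice of genes. The percentage similar to white cells stayed within 1.5 times of 29.1% under each alternative. It reached 39.1% with the TMM factors, above its 95% binomial interval, which does not cover a change of scaling.

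With the TMM factors and the DESeq2 size factors, the median log2 ratio of the fermentative gene set was 0.99 and 0.98 for white over gray, 0.92 and 0.91 for white over opaque, and 0.036 and 0.028 for gray over opaque cells. That of the oxidative gene set was -0.98 and -1.0 for white over opaque and -0.85 and -0.86 for gray over opaque cells, and with 1 RPKM added it was -0.70 for white over opaque cells. The cell wall gene set gave -0.16 and -0.17 for white over gray, and changed sign to -0.13 and -0.14 for white over opaque and to -0.24 and -0.24 for gray over opaque cells. Spearman's rho with 1 RPKM added was 0.897 for white and gray, 0.831 for white and opaque, and 0.880 for gray and opaque cells, and with at least 10 reads in every library it was 0.881 and 0.818 for the first pairs. A scaling factor for a whole library cannot change a rank correlation, so the TMM and DESeq2 values of rho show no stability. The *SAP* sums in reads per M were 554 in white, 411 in gray, and 31502 in opaque cells with the TMM factors, and 553, 414, and 31832 with the DESeq2 size factors, and opaque cells had the largest sum under both. The cause was not tested for any of these changes.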

Differences from the paper's values

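No test of this part was chosen only after a result was seen. Expression intermediate between white and opaque cells was found for 18.2% of the metabolism-related genes, against the paper's 30%. Of the alternatives set before the data were examined, a threshold of 1.5-fold gave 30% and the choice of only the genes at least 4-fold apart between some pair gave 32.3%, and both closed the gap. The alternatives that did not were 4-fold with 6.36%, 1 RPKM added with 11.8%, the TMM factors with 18.2%, the carbohydrate section only with 17.8%, and the list without genes under 10 reads with 18.2%.

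The paper states that *EFG1* is not expressed in opaque cells, and its RPKM there was 169. The paper treats *OP4* among the genes that are not intermediate in gray cells, and its RPKM was 3.07 in white, 416 in gray, and 6019 in opaque cells. The paper lists orf19.3348 among gray-enriched genes, and it had 283, 226, and 200 reads in white, gray, and opaque cells. The heat shock protein genes are also listed as gray-enriched, and of the 6 named in Tables S1 and S2, *HSP31* was the only gray-enriched gene and 5 were highest in white cells. The sheet of Table S1 used here lists 253 genes as higher in opaque than in white cells, and 254 genes met the 4-fold criterion. The paper lists *SAP* genes among the gray-enriched genes, and 0 of the 13 in Table S2 were enriched in gray cells at 4-fold. Of the *SAP* genes, whose levels the paper gives as much higher in opaque than in other cells, 6 of 13 were highest in opaque cells.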

Other observations

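The tests of a mixed culture, of scaling, and of a few genes of each set were chosen only after the result was seen. The test of a few genes taking many of the reads used an alternative chosen after seeing the data. The other tests of this part were chosen before the result was seen. Among the 444 genes at least 4-fold apart between white and opaque cells and with reads in all 3 libraries, gray cells lay between them for 324 (73.0%), beyond white cells for 62 and beyond opaque cells for 58. Choice of genes by the pair compared would put the other library between as often for each pair. White cells lay between gray and opaque for 45.8% of 343 genes and opaque cells lay between white and gray for 52.6% of 291 genes, so gray cells exceeded the larger of these by 20.4 points. Counting noise would lower the share among genes with an interval wholly beyond 4-fold, and the share there was 74.2%, a rise of 1.20 points. A gray culture that mixes white and opaque cells and holds no others would have no gene above both. In 30 genes, the 95% intervals of gray over white and of gray over opaque cells both lay beyond 4-fold, and *HSP31* had an RPKM of 1.56 in white, 257 in gray, and 1.90 in opaque cells. The share of opaque cells implied by a mixture was 0.140% for *WOR1*, 0.111% for *SAP1*, and 6.86% for *OP4*, while *WH11* with 103% and *EFG1* with -30.0% lay outside the range of white and opaque cells. A culture that holds white or opaque cells beside gray cells was not tested, and gray cells are 1 culture without replicates.

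Gray cells lay nearer opaque cells in the fermentative gene set, with median log2 ratios of 0.92 for white over gray and 0.30 for gray over opaque cells, and nearer white cells in the oxidative gene set, with 0.09 for gray over white and -0.59 for gray over opaque cells. Scaling of the libraries kept the nearer cell type in 2 of 2 sets with the TMM factors. Whether a few genes of each set make up the difference cannot be decided by the medians, which a few genes hardly move. By count, 20 of 28 fermentative genes were higher in white than in gray cells. Of the oxidative genes, 24 of 33 were higher in opaque than in gray cells. Taken one by one, 16 of 28 fermentative genes (57.1%) were nearer opaque cells and 21 of 33 oxidative genes (63.6%) nearer white cells, a small majority in each set. A hypothesis is that gray cells may combine low expression of both sets, and no replicate bears on it.

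More genes were at least 4-fold higher in opaque than in white cells, 254 against 193. A few genes taking many of the reads could shift every ratio, and with the 10 most read genes left out of the totals, an alternative chosen after seeing the data, 255 were higher in opaque and 187 in white cells. These genes take 14.6% of the opaque and 12.2% of the white reads, so they lower the ratios of opaque over white cells and act against this order. With the TMM factors the counts were 286 against 163, and with the DESeq2 size factors 289 against 161. At 2-fold the order was the opposite, with 566 against 857 genes.

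The sample titles carry 1 culture number for white cells and another for gray and opaque cells, while the strain given for all 3 is BJ1097. Another strain for gray and opaque cells could leave more genes with a differing covered percent between white and the others. Of 1521 genes with at least 1000 reads in all 3 libraries, 137 were over 1 point apart between white and gray, 147 between white and opaque, and 170 between gray and opaque cells, a ratio of 0.806 against the 1.5 set beforehand. Among genes with at least 1000 reads in a library, the median covered percent was 99.6% in white, 99.65% in gray, and 99.56% in opaque cells. The comparison therefore had little room to show another strain. With 1 library per cell type, these counts also cannot tell another strain from a difference between cell types. The mating-type-like A1 gene had 508, 497, and 440 reads and the A2 gene 23, 22, and 21 reads in white, gray, and opaque cells.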
